# Gene Network Disruptions and Neurogenesis Defects in the Adult Ts1Cje Mouse Model of Down Syndrome

**DOI:** 10.1371/journal.pone.0011561

**Published:** 2010-07-16

**Authors:** Chelsee A. Hewitt, King-Hwa Ling, Tobias D. Merson, Ken M. Simpson, Matthew E. Ritchie, Sarah L. King, Melanie A. Pritchard, Gordon K. Smyth, Tim Thomas, Hamish S. Scott, Anne K. Voss

## Abstract

**Background:**

Down syndrome (DS) individuals suffer mental retardation with further cognitive decline and early onset Alzheimer's disease.

**Methodology/Principal Findings:**

To understand how trisomy 21 causes these neurological abnormalities we investigated changes in gene expression networks combined with a systematic cell lineage analysis of adult neurogenesis using the Ts1Cje mouse model of DS. We demonstrated down regulation of a number of key genes involved in proliferation and cell cycle progression including *Mcm7, Brca2*, *Prim1, Cenpo* and *Aurka* in trisomic neurospheres. We found that trisomy did not affect the number of adult neural stem cells but resulted in reduced numbers of neural progenitors and neuroblasts. Analysis of differentiating adult Ts1Cje neural progenitors showed a severe reduction in numbers of neurons produced with a tendency for less elaborate neurites, whilst the numbers of astrocytes was increased.

**Conclusions/Significance:**

We have shown that trisomy affects a number of elements of adult neurogenesis likely to result in a progressive pathogenesis and consequently providing the potential for the development of therapies to slow progression of, or even ameliorate the neuronal deficits suffered by DS individuals.

## Introduction

Down syndrome (DS) is a result of trisomy or partial trisomy of human chromosome 21 (HSA21) and has an incidence of 1 in approximately 1000 live births [1]. Individuals are affected by a large number of abnormalities that vary in gravity and involve most organ systems. The foremost and most debilitating trait of DS is mental retardation, which ranges from mild to severe and is followed by a loss of cognitive abilities in adulthood and the development of early onset Alzheimer's disease (AD) [2], [3], [4]. How trisomy 21 results in cognitive impairment remains unclear, however, associated structural brain abnormalities have been described. The DS brain is characterised by a reduction in overall size and a disproportionate reduction in size of particular regions due to hypocellularity. These regions include the hippocampal dentate gyrus and cerebellum in the pre-natal brain and the cerebral hemispheres, frontal lobe, hippocampus and cerebellum in the postnatal brain [5], [6], [7], [8], [9], [10], [11], [12], [13], [14], [15]. Other neural abnormalities identified include altered cortical lamination and consistent dendritic and synaptic abnormalities [16], [17], [18], [19], [20], [21], [22], [23], [24]. The neuropathological marks of AD (neuritic plaques containing amyloid β surrounded by degenerating nerve terminals and neurofibrillary tangles composed of aggregated hyperphosphorylated tau) are present in essentially all adult DS brains, however, it seems that not all individuals develop clinically recognised AD [25].

We utilised a mouse model to investigate how trisomy 21 might affect gene regulatory networks and adult neurogenesis. Mouse chromosome 16 (MMU16) has significant homology with HSA21 [26]. A number of mice trisomic for large segments of MMU16 or HSA21 (for summary see Text S1) or trisomic for single HSA21 genes have been created. The development of three models in particular, trisomic (Ts16) and partially trisomic (Ts65Dn and Ts1Cje) for MMU16 has greatly facilitated investigations of the central nervous system [26], [27], [28]. Despite showing some similarities to DS, the trisomic chromosome carried by Ts16 contains genes not orthologous to HSA21, furthermore these mice die *in utero* precluding analysis of the postnatal consequences of trisomy [29], [30], [31].

A number of features analogous to DS have been demonfstrated in the partially trisomic mouse models and the extent and severity of the phenotypes observed mostly correlate with the size of the trisomic segment. Both Ts65Dn and Ts1Cje mice display craniofacial dysmorphology that directly parallels human DS and defective spatial learning and memory [32], [33], [34], [35], [36], [37], [38], [39], [40]. Abnormalities in physical structure of particular areas of the brain also seen in human DS have been demonstrated in the Ts65Dn and Ts1Cje models, which include hypocellularity in hippocampal structures including the dentate gyrus in Ts65Dn mice [41]. Furthermore, it has been shown that there is a progressive degeneration and loss of cholinergic neurons, which are particularly vulnerable in AD, in the basal forebrain of Ts65Dn [42], [43].

Proliferation defects have been demonstrated in the hippocampal dentate gyrus and neocortical germinal matrix of DS, Ts16 and Ts65Dn foetuses, postnatal Ts65Dn mice and in the hippocampal dentate gyrus and cerebellum of adult Ts65Dn mice [41], [44], [45], [46], [47], [48], [49], [50], [51], [52], [53]. More recently, impaired neurogenesis has been described in the hippocampal dentate gyrus and the subventricular zone (SVZ) of the lateral ventricles of adult Ts1Cje and Ts2Cje (genetic equivalent of Ts65Dn) mice and also in the embryonic cortex of both models [54]. Additionally, a reduction in proliferation of neurospheres isolated from the neocortex of Ts1Cje embryos has also been depicted recently [55].

Neurogenesis occurs prenatally and postnatally but also throughout adulthood, the latter in predominantly two regions of the brain, the subgranular zone of the dentate gyrus and the SVZ lining the lateral ventricles. Neural stem cells (NSCs) residing in neurogenic regions have the ability to self-renew and differentiate into neurons, astrocytes and oligodendrocytes [56], [57]. They give rise to transit amplifying neural progenitors and subsequently to neuroblasts with limited proliferative capacity. Neuroblasts in turn differentiate into neurons. Newly formed cells in the SVZ migrate rostrally along the lateral walls of the lateral ventricles forming the rostral migratory stream (RMS) to the olfactory bulbs where they become interneurons [58], [59], [60].

Based on a number of *in vivo* and *ex vivo* experiments we show that Ts1Cje adult neurogenesis is reduced as a result of abnormal progenitor production and defects in cell lineage commitment during differentiation rather than defects in NSC development or homeostasis. Moreover, we identified specific regulators of cell cycle progression that are dysregulated in neural precursors isolated from the adult Ts1Cje SVZ. We hypothesise that these defects in adult neurogenesis confound pre-existing developmental defects and are likely to progressively contribute to problems in memory formation and possibly brain functions throughout adult life. We also expect that the defects will impair the ability of the DS brain to respond to neuronal loss and degeneration with repair.

## Results

### Genes involved in proliferation are disrupted in Ts1Cje adult neurospheres

In order to identify genes dysregulated in adult Ts1Cje neurogenesis we performed a whole-genome expression analysis using GeneChip® Mouse Genome 430 2.0 Arrays (Affymetrix, Santa Clara, USA) on 3 pairs of female Ts1Cje and disomic littermate control primary neural stem and progenitor cells after expansion for 7 days as neurosphere cultures. This data is freely accessible on the Gene Expression Omnibus website under the series accession number GSE17760.

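Neurospheres grown for 7 days from the subventricular zone of adult female mice at postnatal day 84 gave 6 arrays, 3 from Ts1Cje mice and 3 from disomic littermates. The authors deposited log2 intensities that they made with GCRMA, which corrects each probe for background from its base composition, normalizes across arrays and gives 1 value per probe set. These values cover 45037 probe sets besides 64 control probe sets. The platform annotation used here gives 34945 of the probe sets a single gene symbol, 932 several symbols and 9160 none, and only the probe sets with a single symbol were used to name genes. The values run from 2.23 to 15.89, and 13397 probe sets (29.7%) have the same value on all 6 arrays, of which 11190 stand at the lowest value. The median value of the arrays lies between 2.69 and 2.71, and the correlation between any pair of arrays between 0.991 and 0.997. As in the study, M is the mean log2 intensity of the Ts1Cje arrays minus that of the disomic arrays, A is the mean log2 intensity over the 6 arrays, and A above 5 marks a probe set as expressed, which held for 16371 probe sets. Each probe set was tested with the moderated t of limma and the Benjamini-Hochberg adjustment. Genes with several probe sets are represented by the brightest one unless another is named. In addition, 25 gene lists were tested with camera, the competitive gene set test of limma, at a preset correlation of 0.01 between genes. They were written before the data were examined, but with the paper's results on these arrays known. Lists on themes that the paper reports are therefore not independent of these arrays. The number of arrays limits the precision, since an exact permutation test of 3 against 3 arrays cannot give a p below 0.1.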

To examine the overall behaviour of genes in the trisomic region, we plotted the log_2_ fold-changes (*M*) for trisomic versus disomic mice versus the average log_2_ expression (*A*). Each dot represents a single probe. 

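Genes of distal chromosome 16 that Ts1Cje mice carry in 3 copies rose together in the Ts1Cje neurospheres. The 80 expressed probe sets of the region, for 44 genes, had a median M of 0.54, which is a fold change of 1.45. All but 1 of them, 79, had an M above 0. The middle part of their distribution ran from 0.35 to 0.65, and the whole from -0.03 to 1.20. Probe sets of the region with A of 5 or less, of which there were 111, had a median M of 0. The shift was present on each array, since the median deviation of the expressed trisomic probe sets from their own mean was 0.22 to 0.24 on the Ts1Cje arrays and -0.26 to -0.22 on the disomic arrays. On 48 of the 80 probe sets every Ts1Cje array was above every disomic array, where chance gives 5%, and 20 had a moderated t above 4. The median M was 0.44 for the 23 probe sets with A from 5 to 7, 0.57 for the 45 from 7 to 11 and 0.43 for the 12 above 11. Against all other expressed probe sets, camera in limma gave the region p = 1.68e-36, and p = 7.18e-05 with an estimated correlation between probe sets.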

Probes that were not expressed naturally did not show any change, i.e., the log_2_ fold-changes were around 0, but probes that were expressed at worthwhile levels (*A*-values >5) consistently showed fold changes of around 1.5 (equivalent to *M* value ∼0.58; Figure 1). 

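Among the 44 expressed trisomic genes, each represented by its brightest probe set, 43 had an M above 0 and the median was 0.53. The furthest from 0 relative to their error were Cbr3, a carbonyl reductase, with M = 1.00 and a standard error of 0.07, and Tmem50b, with M = 0.73 and a standard error of 0.06. Synj1, a phosphatase of synaptic vesicle recycling, had M = 0.70 (standard error 0.08), and Rcan1, an inhibitor of calcineurin, M = 0.78 (standard error 0.15). Psmg1, Pigp, Dop1b and Cryzl1 had M values of 0.79, 0.55, 0.79 and 0.65. The standard errors leave room around each gene, and the confidence interval of M held the log2 of 1.5 for 39 of the 44 genes. A moderated t above 4 was reached by 15 genes and below -4 by none. Adjusted over the list alone, 10 trisomic genes passed an adjusted p of 0.05 in limma, and none did when adjusted over all probe sets. Another 34 genes of the region had no probe set with A above 5.
Expressed trisomic genes with an M below 0.2 numbered 6. Olig2 and Olig1, transcription factors of the oligodendrocyte lineage, had M = -0.03 (standard error 0.12) and M = 0.13 (standard error 0.18). Chaf1b, a subunit of the chromatin assembly factor that acts at replication forks, had M = 0.09 (standard error 0.31). Donson, also a replication protein, had M = 0.15 (standard error 0.22). The errors of these 2 leave room for a level of 1.5. Prdm15 had M = 0.00 with a standard error of 0.05, at A = 7.99. The brightest probe set of Hmgn1, a nucleosome-binding protein, had M = 0.02 at A = 15.27, close to the highest signal of the arrays, while its dimmest expressed probe set, at A = 6.32, had M = 0.58 with a standard error of 0.36.

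**Figure D1:**
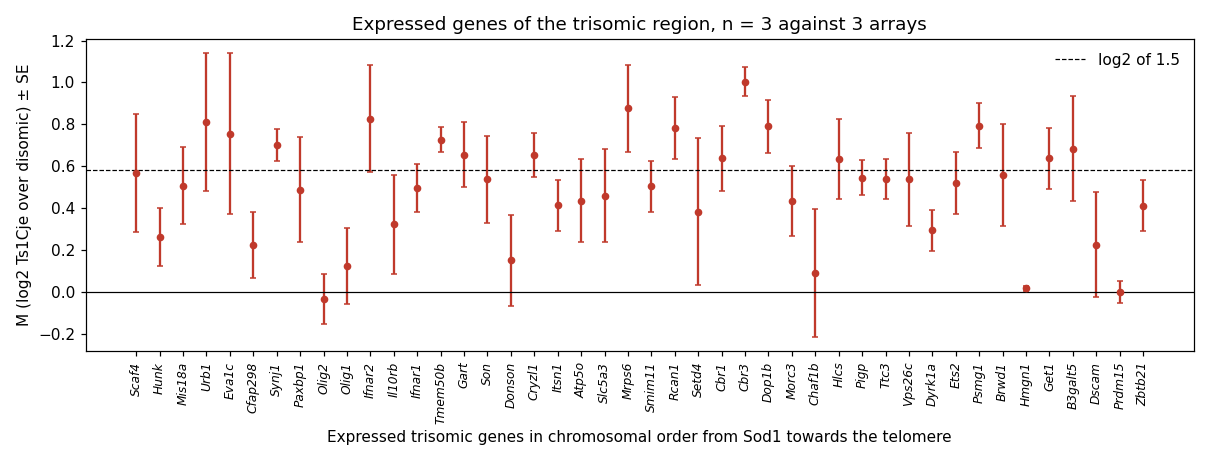
M (log2 Ts1Cje over disomic) with its standard error for the 44 expressed trisomic genes in chromosomal order, from 3 Ts1Cje and 3 disomic arrays. The dashed line is the log2 of 1.5, and Olig2, Olig1, Chaf1b, Hmgn1 and Prdm15 lie nearest to 0.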

Our data therefore supports the gene dosage effect hypothesis, which specifies that three copies of the majority of the genes involved in DS results in an increase in their expression of 50%.

**Figure 1:**
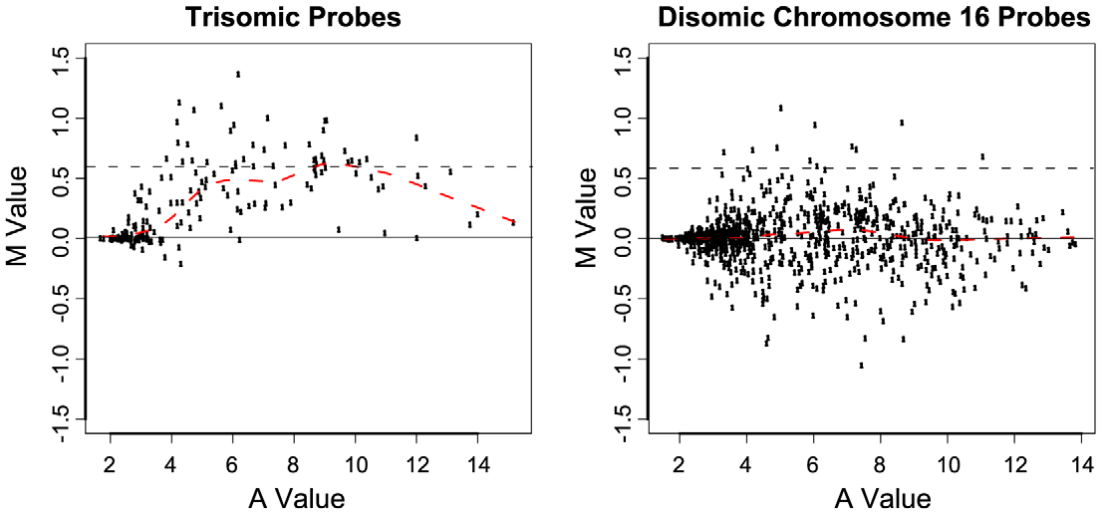
*MA* plots of MMU16 trisomic and disomic microarray probes support the gene dosage effect hypothesis. *M* is the average log_2_ fold change in intensity of fluorescence in the trisomic compared to the disomic (as a control). *A* is the average log_2_ intensity of fluorescence for both genotypes. The majority of expressed probes to genes located in the trisomic region had an *M* value of ∼0.58 =  fold change ∼1.5 (marked by a black dashed line), compared to the majority of disomic probes which have an *M* value of 0 =  fold change 1. The red dashed line is the line of loess fit to the *M* values.

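Genes of chromosome 16 outside the trisomic segment did not move as a group. The 425 expressed probe sets of this disomic part, for 245 genes, had a median M of 0.01, and the quartiles were -0.14 and 0.14. Only 3 of them had a moderated t above 4 and 4 a moderated t below -4. For this part as a whole, camera in limma gave a p of 0.863, with its direction below 0 where the median is just above. One of those above 4 was App, which encodes the amyloid precursor protein and lies outside the segment that Ts1Cje mice carry in 3 copies. It had a mean log2 intensity of 12.42 ± 0.08 (SD, n = 3) in disomic and 12.70 ± 0.08 (SD, n = 3) in Ts1Cje neurospheres, M = 0.28. A dimmer probe set of App had M = 0.30, and neither passed the adjustment over all probe sets in limma. From the shift of the trisomic probe sets beside the disomic ones at 0, the paper concludes that its data support a gene dosage effect for most genes in 3 copies.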

Considering a trisomic gene copy number increase of only 0.5, no great changes in gene expression outside of the trisomic region are expected, which is what we observed in the gene expression profile of the Ts1Cje neurospheres. 

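Outside the trisomic region, few genes moved by as much as the trisomic ones. Of the 16291 expressed probe sets there, 4.25% had an M above 0.58 or below -0.58. Those that also had a moderated t past 4 were 38 with higher and 46 with lower signal in Ts1Cje, and with M past 1 they were 4 higher and 11 lower. The following ranks were among expressed single-gene probe sets outside the trisomic region with a moderated t past 4 and no overlap between the groups. Among the highest, apart from Dnah11, were the histidine phosphatase Phpt1 (M = 1.44) and the cell cycle kinase Cdk6 (M = 1.04). Others were the guidance factor Slit2 (M = 0.91), the glycosidase Myorg (M = 0.87) and the hypoxia-inducible transcription factor Epas1 (M = 0.82). Among the lowest, apart from Cdca7l, were Depdc1b (M = -1.20), the mitotic kinase Aurkb and Epb41l4a (M = -1.07). Several genes reached these ranks by a probe set other than their brightest one. For Rbbp4 the probe set that met the rule had M = -1.14, the brightest M = 0.13 and the others M = 0.62, with no overlap between the groups in the opposite direction, and M = -0.29. For Aurkb the probe set that met the rule and the brightest had M values of -1.12 and -1.04, for Cbx5 they had -0.98 and -0.01, for Rbm39 -1.06 and -0.10, for Nasp -1.01 and -0.52, for Ccng2 -1.14 and -0.47, for Vldlr 0.93 and 0.22, and for Epha5 0.87 and 0.62. None of these genes passed an adjusted p of 0.05 in limma.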

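Only the probe set of Dnah11 passed an adjusted p of 0.05 in limma, and no probe set with lower signal in Ts1Cje did. No probe set passed with the replicate number as a block, without Ts1Cje replicate 1 or without disomic replicate 2, while 3 higher and 3 lower ones passed without disomic replicate 1, and 1 higher and 1 lower without Ts1Cje replicate 2. The next smallest adjusted p was 0.313. Before adjustment, 598 probe sets with higher and 526 with lower signal had a p under 0.05. The distribution of the unadjusted p-values of the 16371 expressed probe sets gave an estimated share of changed probe sets of 13.2%, or 2161 probe sets, by the convex decreasing density method of limma. In the lowest twentieth of the p-value range there were 1011 probe sets, where an even spread gives 819. The Ts1Cje and disomic arrays did not overlap on 10.7% of expressed probe sets, where chance gives 10%. The estimated share depends on single arrays, ranging from 0.107% without Ts1Cje replicate 3 to 26.2% without disomic replicate 3. In simulated arrays with the spread of the real ones, the same estimate averaged 4.11% with no probe set changed and 10.2% with 6.5% of them changed.

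**Figure D2:**
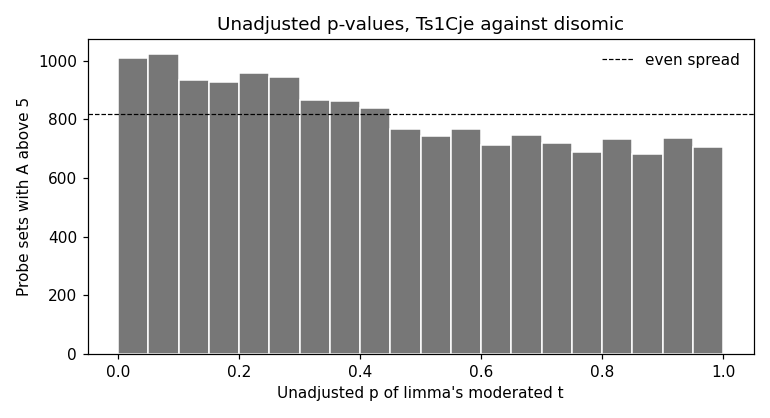
Number of expressed probe sets in each twentieth of the range of the unadjusted p from limma's moderated t, with the dashed line at the 819 of an even spread. The bars slope gently from 1011 at the low end to 707 at the high end.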

A global analysis of the *P*-values suggested that around 6.5% of expressed probes (2052 probes) may be differentially expressed, although the fold changes were small so that few genes could be individually identified as differentially expressed at conventional significance levels. In order to uncover changes in groups of functionally interconnected genes we utilised two online analysis tools the Database for Innovation, Visualization and Integrated Discovery (DAVID; [61] and Ingenuity Pathway Analysis (IPA).

Intriguingly, the DAVID and IPA analyses highlighted that a significant number of genes that were differentially expressed were involved in proliferation with roles in cell cycle control, DNA replication, recombination and repair and chromosomal modifications (Table S1 and Figure 2). 

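Lists of genes that act in cell division fell in the Ts1Cje neurospheres, each by a modest amount. Their calls did not hold with an estimated correlation between genes, and the control probe sets for RNA quality separated the groups too (both below). The list of mitotic genes had a median M of -0.51 over its 65 expressed members, the list of DNA replication genes -0.48 over 47, and the list of kinetochore and centromere genes -0.50 over 29, all 29 of them below 0. Genes of homologous recombination and DNA repair had a median of -0.46 over 33 members, and genes of chromatin and histone chaperones -0.24 over 33. On each of these lists the mean over members was lower on every Ts1Cje array than on every disomic array (exact permutation p = 0.1, the smallest that 3 against 3 arrays allow). The Ts1Cje arrays differed widely among themselves, with mean deviations of the mitotic genes of 0.05, -0.60 and -0.21.
Single genes that stood out on these lists were Brca2 and Pms2 of DNA repair, the latter with M = -0.46, Rad54l with M = -0.84 and Fanci with M = -0.85. On the kinetochore list they were Cenpm (M = -0.67), Cenpn (M = -0.70), Cenpf (M = -0.55) and Cenpo. On the chromatin list they were Ezh2, the histone methyltransferase of the Polycomb complex (M = -0.56), Set (M = -0.22), Anp32e (M = -0.46) and Hmgb3 (M = -0.73). Splicing factors, which were a list of their own, had a median M of -0.14 over 65 expressed members and overlapping groups (exact permutation p = 0.2), among them Snrnp40 (M = -0.26), Dhx15 (M = -0.31), Lsm2 (M = -0.36) and Snrpb (M = -0.28).
At the preset correlation, camera in limma gave adjusted p = 6.22e-28 for the mitotic list, 7.64e-24 for replication, 1.91e-19 for kinetochores, 3.51e-17 for recombination and repair, 1.66e-13 for chromatin and 2.61e-10 for splicing. With an estimated correlation the adjusted p was 0.194, 0.180, 0.180, 0.183, 0.180 and 0.180 in the same order, so none of these calls held, while that of the trisomic genes did (adjusted p = 0.00885). The estimated correlation was 0.50 for the mitotic list, but a weaker p under this setting does not measure correlation alone. The endocytosis list, described below, had an estimated correlation of -0.0036, under the preset one. Its unadjusted p from camera in limma still rose from 0.00103 to 0.0159. Adjusted over the list alone, 2 kinetochore genes and 2 repair genes passed an adjusted p of 0.05 in limma, and none on the other lists of this group. Markers of neural stem cells and astrocytes were higher as a list, with a median M of 0.12 over 38 expressed members, but the groups overlapped and that call did not hold with an estimated correlation either. The control probe sets for RNA quality and labelling also separated the groups. The difference in signal between the 3' and the 5' probe set of actin was 1.67 ± 0.15 (SD, n = 3) on disomic and 2.02 ± 0.21 (SD, n = 3) on Ts1Cje arrays, that of Gapdh 2.18 ± 0.10 and 2.34 ± 0.09 (SD, n = 3), and the mean signal of the 18S ribosomal RNA control 11.10 ± 0.78 and 12.22 ± 0.22 (SD, n = 3), with every Ts1Cje array above every disomic array on each (exact permutation p = 0.1).

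**Figure D3:**
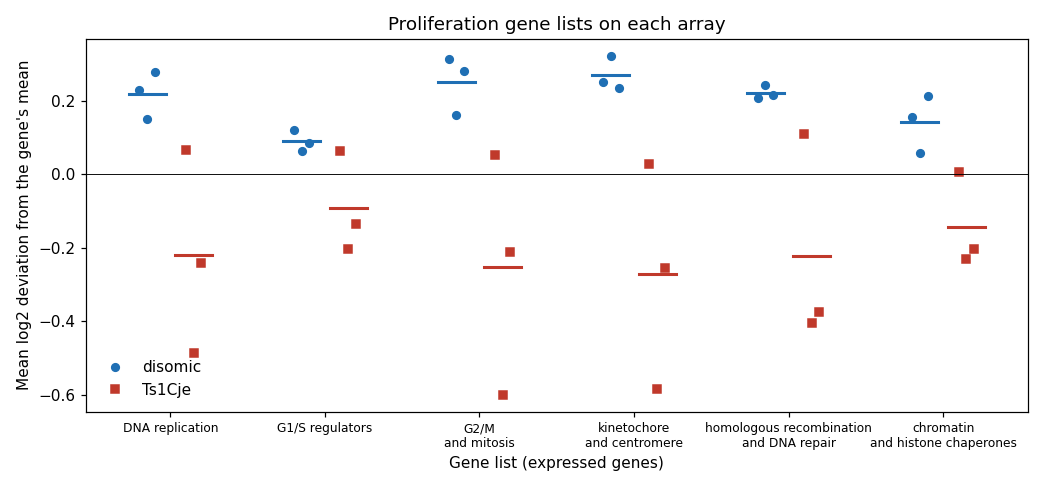
Mean log2 deviation of the expressed members of 6 proliferation lists on each array, with points for arrays and bars for the mean of 3 arrays. On all 6 lists the 3 Ts1Cje arrays lie below the 3 disomic arrays, and Ts1Cje replicate 1 lies closer to the nearest disomic array than to the other Ts1Cje arrays. On the G1/S list the nearest arrays are almost level, with Ts1Cje replicate 1 at 0.0628 and disomic replicate 2 at 0.0635.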

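Most expressed genes on the lists of DNA replication, the G1/S step, mitosis, kinetochores, DNA repair and chromatin were lower in Ts1Cje. On the G1/S list 21 of 28 were. Together these 6 lists held 234 expressed genes outside the trisomic region, of which 216 (92.3%) had an M below 0, and their median M of -0.45 is a fold change of 0.732. A moderated t below -4 was reached by 17 genes, among them Cks1b and Wee1 of cell cycle control, and above 4 by Cdk6 alone. The 3 Ts1Cje arrays were all below the 3 disomic arrays for 93 of the 234 genes and all above for 3. These genes move together across arrays, so the counts are not over independent genes, and the calls of the lists did not hold with an estimated correlation. As on the separate lists, the actin, Gapdh and 18S control probe sets differed between the groups as well.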

The majority of these genes were downregulated and disomic. 

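Genes of energy production rose slightly as a list at the preset correlation alone, and the groups overlapped. The 65 expressed genes of oxidative phosphorylation had a median M of 0.15 (exact permutation p = 0.4 for the mean over the list), and 54 of them were above 0, among them Uqcrb of complex III (M = 0.19, moderated t = 6.57, with M = -0.02 on a dimmer probe set) and Atp5h of the ATP synthase (M = 0.15, moderated t = 5.00), while Cox5b had M = -0.16. The 46 expressed genes of endocytosis had a median M of 0.07 and 35 above 0, and the mean over the list was higher on every Ts1Cje array than on every disomic array. The actin, Gapdh and 18S controls for RNA quality and labelling were higher on every Ts1Cje array too. Members of the endocytosis list furthest from 0 relative to their error, apart from App, were Hgs (M = 0.03), Ap2s1 (M = 0.18) and Ap2b1 (M = 0.42). Lists that stand for stress did not pass the test, apart from hypoxia and glycolysis under some alternatives given below. Genes of the unfolded protein response had a median M of 0.01 over 29 expressed members, targets of p53 0.03 over 24, and genes of hypoxia and glycolysis 0.12 over 27, with Ddit4, an inhibitor of mTORC1 signalling induced under several kinds of stress, at M = 1.27. Of the hypoxia and glycolysis genes 21 were above 0 and 6 below, among the latter Adm with M = -0.78 and no overlap between the groups.
From camera in limma the adjusted p was 1.87e-06 for oxidative phosphorylation and 0.00215 for endocytosis, and with an estimated correlation the adjusted p was 0.535 and 0.180. At the preset correlation it was 0.864 for the unfolded protein response, 0.717 for p53 targets and 0.0844 for hypoxia and glycolysis. In camera, hypoxia and glycolysis passed without disomic replicate 1 (adjusted p = 1.72e-04), with array weights (0.0441) and with probe sets averaged per gene (0.0207). That list had an adjusted p of 0.574 with an estimated correlation. The call for oxidative phosphorylation rests on Ts1Cje replicate 3, where the mean deviation of the list was 0.26 against -0.06 and -0.01 on the other Ts1Cje arrays, and without it the adjusted p was 0.119. That array also had the largest difference between the 3' and the 5' probe set of actin, 2.26. Without Ts1Cje replicate 1 the adjusted p for endocytosis was 0.0708. Adjusted over the list alone, no gene of these lists passed an adjusted p of 0.05 in limma.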

Functional annotation of the probes that were over expressed in the Ts1Cje neuropsheres identified a significant enrichment associated with genes that are involved in general cellular functions including energy production, metabolism and endocytosis, suggesting that the cells may be under some degree of stress (Table S1).

**Figure 2:**
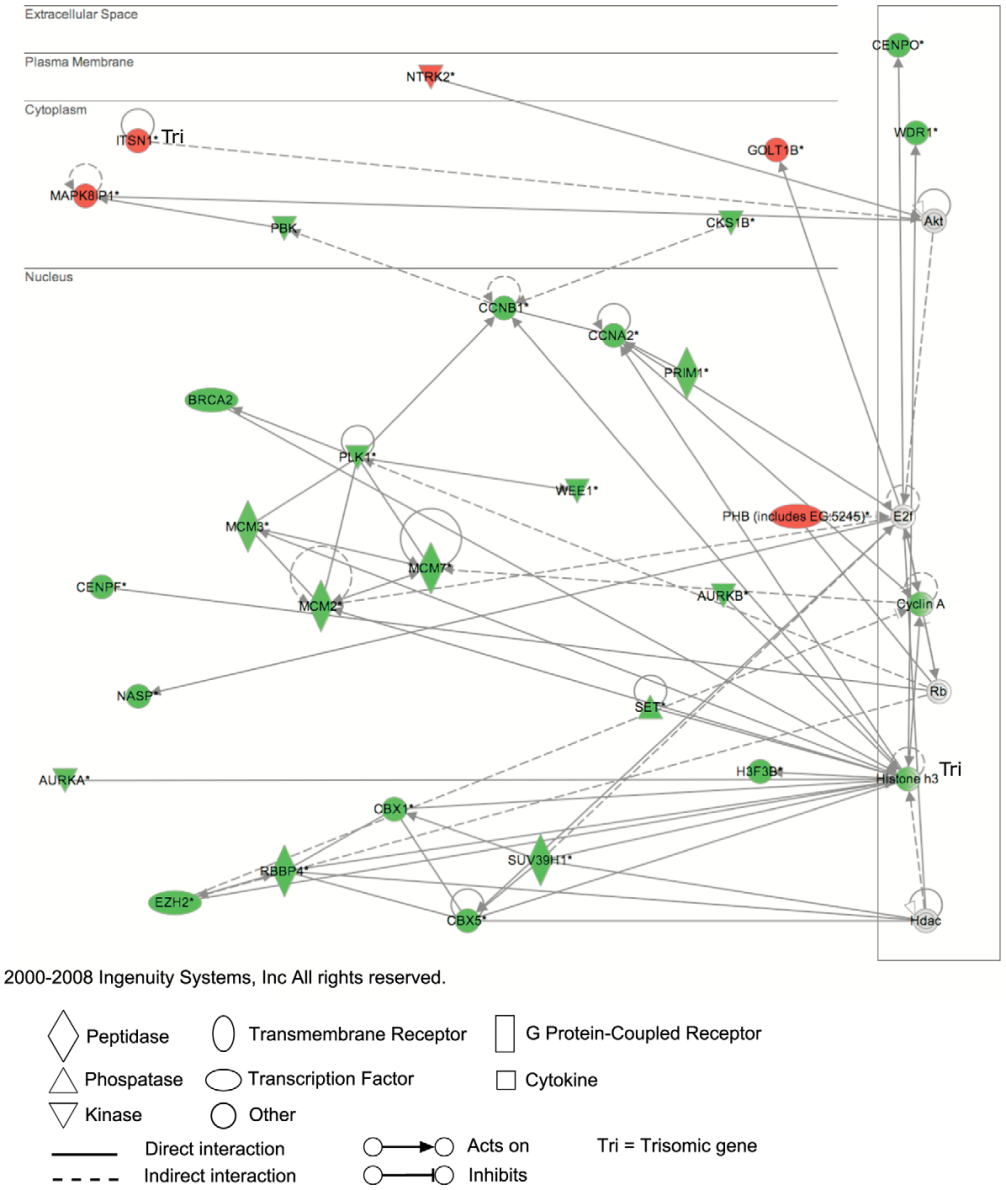
Gene network analysis of microarray data. IPA network containing the largest number of connected differentially expressed probes (cut off *t*-statistic ±4) from a comparison of 3 pairs of female Ts1Cje and disomic littermate control neurosphere cultures constructed from microarray expression data. The top functions associated with these probes include cell proliferation, DNA replication, recombination and repair, cell cycle and cancer. Green symbols represent probes that were downregulated in Ts1Cje neurospheres compared to disomic neurospheres, whilst red symbols represent probes that were upregulated in Ts1Cje neurospheres. Grey symbols represent connected probes that where unchanged in Ts1Cje neurospheres.

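At the threshold that the colours mark, 171 probe sets had a moderated t above 4 and 146 a moderated t below -4. The trisomic region held 23 of those above 4 and none of those below -4, which leaves 148 higher and 146 lower probe sets elsewhere. Expressed probe sets made up 158 of the higher and 133 of the lower ones. Leaving out 1 array at a time gave between 489 and 926 probe sets past the threshold in either direction, against 317 with all arrays. The replicate number as a block, which leaves fewer degrees of freedom, gave 1259, and the fit restricted to expressed probe sets gave 112. Another split of the arrays into 3 against 3 gave 566. In simulated arrays, 1.22% to 1.26% of unchanged probe sets passed the threshold, which over all probe sets is more than were seen. That rate was not split by signal level. Most of those seen were among the 16371 expressed probe sets, so the comparison cannot decide whether these passed more often than by chance.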

Focusing on the IPA network with the largest number of differentially expressed probes (Figure 2) we analysed the expression of 11 genes (*Aurka*, *Brca2*, *Ccnb1*, *Ccna2*, *Cenpo*, *Itsn1* (trisomic), *Mcm7*, *Pbk*, *Phb*, *Prim1* and *Suv39h1*) by RT-qPCR in neurosphere cultures generated from 3 pairs of female Ts1Cje and disomic littermate controls independently of the original microarray analysis (Figure 3 and Table S2). Similar to the array results, the differences in expression between the genotypes were small but consistent. The direction of differential expression was validated in 10/11 genes. *Itsn1*, the trisomic gene was upregulated in the Ts1Cje neurospheres as expected. All genes that were downregulated in the Ts1Cje neurospheres by microarray analysis were also downregulated by RT-qPCR (*Aurka*, *Brca2*, *Ccnb1*, *Ccna2*, *Cenpo*, *Mcm7, Pbk, Prim1* and *Suv39h1*). 

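On the arrays, the probe sets that Table S2 lists for these 9 genes were all lower in Ts1Cje neurospheres, and for each of them every Ts1Cje array was below every disomic array. The DNA repair gene Brca2 had M = -0.76 with a standard error of 0.10, and Suv39h1, a histone methyltransferase of heterochromatin, M = -0.36 with a standard error of 0.03. The kinases Aurka and Pbk had M values of -0.95 and -0.57, cyclin A2 (Ccna2) -0.76, and the kinetochore gene Cenpo -0.50. The brightest probe set of Ccna2 is another one, with M = -0.46 and overlapping groups. Of the 14 probe sets in Table S2, 10 had a moderated t past 4, while those of Aurka (-3.86), Ccna2 (-3.94), Pbk (-3.85) and Prim1 (-3.91) fell just short. None passed an adjusted p of 0.05 in limma over all probe sets. Leaving out 1 array at a time gave between 5 and 13 of the 14 probe sets past a moderated t of 4. The probe sets of Ccnb1 and Suv39h1 are not listed in the platform annotation used here and that of Phb carries a second symbol there, so these names come from Table S2. The study chose the genes on these arrays, so their direction is not independent evidence.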

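The probe set of Phb, which encodes prohibitin, had a mean log2 intensity of 8.72 ± 0.07 (SD, n = 3) in disomic and 8.99 ± 0.05 (SD, n = 3) in Ts1Cje neurospheres. This is an M of 0.27 with a standard error of 0.05, and the groups did not overlap. Its moderated t was 5.69, and 2.33 in the fit restricted to expressed probe sets, where limma draws small spreads further towards the common one.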

*Phb* was shown to be slightly downregulated in the Ts1Cje neurospheres by RT-qPCR analysis but upregulated in the microarray analysis.

**Figure 3:**
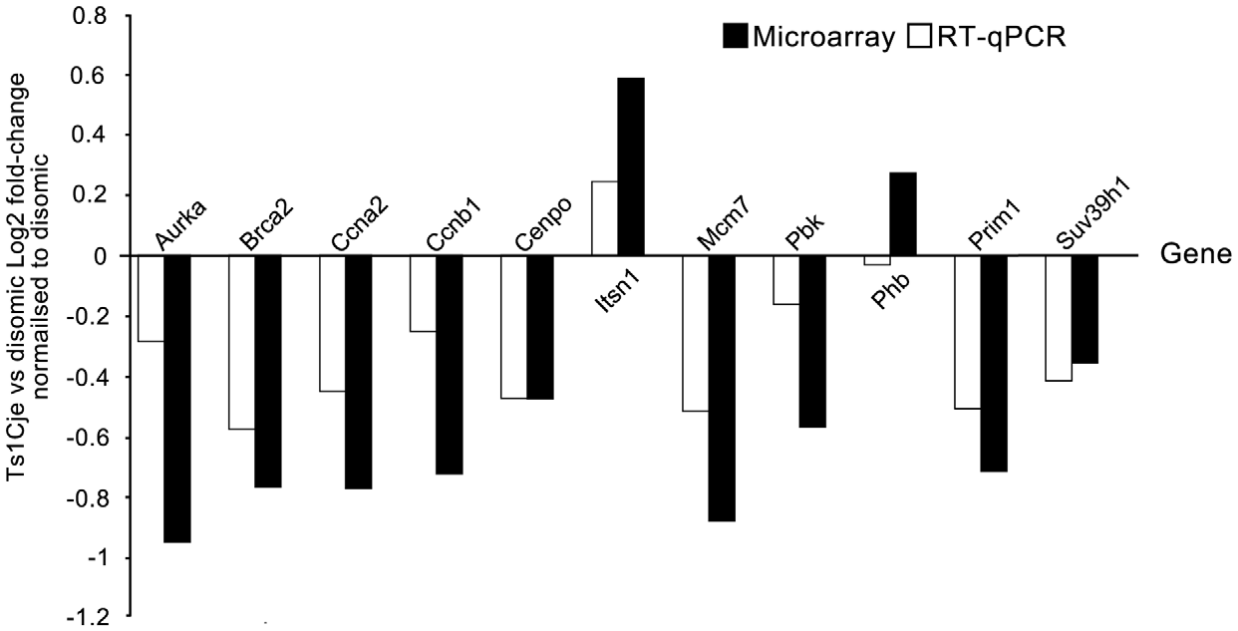
RT-qPCR and microarray neurosphere data for 11 selected proliferation associated genes. Microarray *M* values compared to the RT-qPCR Ts1Cje vs disomic log_2_ fold changes in expression normalised to the disomic neurospheres. RT-qPCR and microarray analysis were completed on 3 independent pairs of female 7-day-old Ts1Cje and disomic littermate control neurospheres. Both microarray and RT-qPCR differential expression was assessed using empirical Bayes moderated *t*-statistics [98] calculated using the limma package [100] and adjusted for multiple testing [99]. The trisomic gene *Itsn1* was upregulated in both the microarray and RT-qPCR data. All genes that were downregulated in the Ts1Cje compared to the disomic neurospheres by microarray analysis were also downregulated by RT-qPCR (*Aurka*, *Brca2*, *Ccna2*, *Ccnb1*, *Cenpo*, *Mcm7*, *Pbk*, *Prim1* and *Suv39h1*). *Phb* was upregulated in the Ts1Cje neurospheres by microarray analysis, but slightly downregulated by RT-qPCR.

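The probe set of Itsn1 in Table S2 had a mean log2 intensity of 6.53 ± 0.11 (SD, n = 3) in disomic and 7.12 ± 0.23 (SD, n = 3) in Ts1Cje neurospheres, M = 0.59 with a standard error of 0.14. Itsn1 encodes intersectin 1, a scaffold protein of endocytosis. Its brightest probe set, at A = 11.24, had M = 0.41 with a standard error of 0.12. On another, at A = 8.76, it was 0.64 with a standard error of 0.31. These 3 were higher on every Ts1Cje array than on every disomic array. The remaining expressed probe set, at A = 9.85, had M = 0.11 with a standard error of 0.47 and overlapping groups.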

To examine whether these small abnormalities in gene expression affect the Ts1Cje brain we examined the neurogenic lineage systematically from neural stem cells (NSCs) through neural progenitors, via neuroblasts, to neuronal differentiation and neurite outgrowth. In addition, we also examined neuroblast migration.

### Normal numbers of neural stem cells in Ts1Cje *in vivo*

Gene expression abnormalities in proliferation associated genes imply that there are defects in the proliferation of trisomic NSCs and/or progenitors. We used a double labelling assay with the thymidine analogues 5-chloro-2′-deoxyuridine (CldU) and 5-iodo-2′-deoxyuridine (IdU) to investigate whether there is a reduction in the numbers of NSCs or a defect in the proliferation of NSCs in the adult Ts1Cje subventricular zone (SVZ). Thymidine analogues are incorporated into DNA during the DNA synthesis phase of the cell cycle and then diluted exponentially following cell division when half the analogue is distributed to the daughter cell. The thymidine analogue is undetectable by immunohistochemistry after 3 cell divisions.

NSCs are relatively quiescent with a relatively long cell cycle length of ∼15 days and an S phase of ∼8 h [62], [63]. In comparison, the proliferating proportion of the SVZ population of cells have an estimated cell cycle length of ∼12.7 h and an S phase of ∼4.2 h [64]. To investigate the thymidine analogue label retention of NSCs we injected 4 pairs of male Ts1Cje and disomic mice twice daily for 7 days with IdU, left them without treatment for 7 days, injected them twice daily with CldU for 7 days and then left them without treatment for 7 days. Based on the reported duration of cell cycles, S phases and thymidine analogue bioavailability of 2 h this labelling treatment strategy should label only NSCs as the thymidine label in neural progenitors will be diluted to levels below detection through a high number of cell divisions [65]. Neuroblasts that were in their last cycle division during thymidine labelling will have migrated away from the neurogenic zone to the olfactory bulbs.

IdU positive cells were counted in the subventricular neurogenic zone at 5 equally spaced rostrocaudal levels. We found no significant difference in the number of IdU long-term label retaining cells (*P* = 0.053; *N* = 4 pairs of male Ts1Cje and disomic controls; Figure 4), or double label (IdU and CldU) retaining cells (*P* = 0.97; *N* = 4 pairs of male Ts1Cje and disomic controls; data not shown). We therefore detected no difference in the number of NSCs in the adult Ts1Cje brain compared to their sex matched disomic littermate controls.

**Figure 4:**
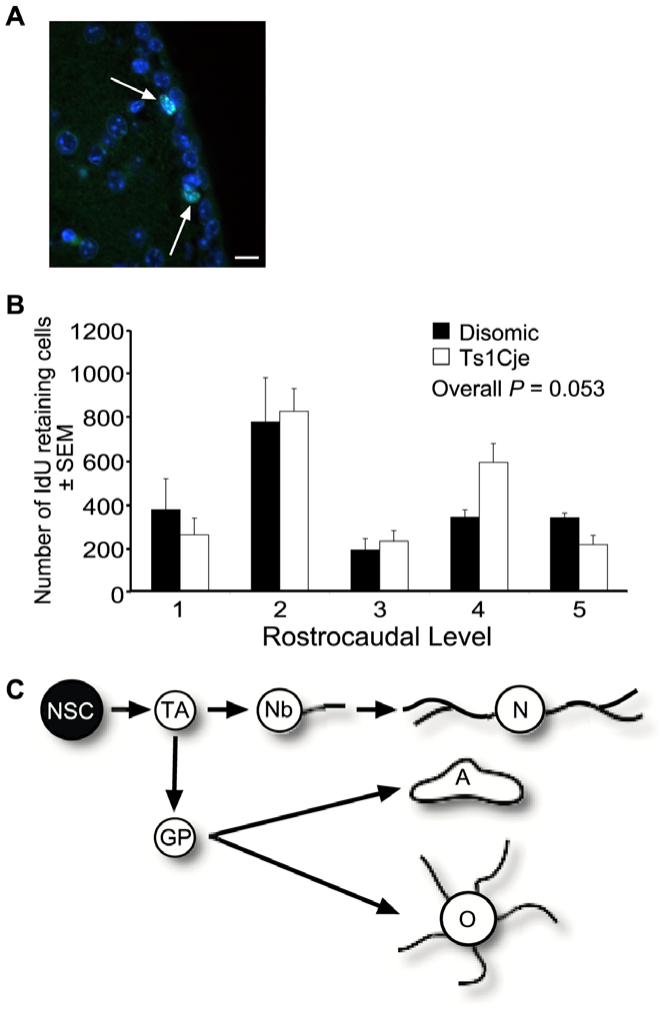
Trisomic neurogenic SVZ contain normal numbers of label retaining cells. (A) Immunofluorescence detection of typical IdU long-term retaining cells (marked by arrows), labelled with an anti-BrdU antibody, which also detected IdU but not CldU (clone B44, BD Biosciences; green) and DAPI nuclear counterstain (blue). Original magnification ×400. Scale bar  = 10 µm. (B) There was no difference in the number of IdU long-term retaining cells in the SVZ of Ts1Cje and disomic sex matched controls (*P* = 0.053; *N* = 4 pairs of male Ts1Cje and disomic littermate controls). The number of IdU retaining cells were counted at 5 equally spaced rostrocaudal levels. (C) Neural cell lineage schematic with the cell type examined highlighted – NSC, neural stem cell. Other cells: TA, transit amplifying cell; Nb, neuroblast; N, neuron; GP, glial precursor; A, astrocyte; O, oligodendrocyte.

### Normal numbers of apoptotic cells in the Ts1Cje subventricular zone

We examined the incidence of cell death using the TUNEL assay. We found that there was no difference in the numbers of apoptotic cells in the SVZ between Ts1Cje and disomic mice demonstrating that the disruption in genes involved in proliferation have no affect on the rate of cell death (*P* = 0.767; *N* = 2 pairs of female and 2 pairs of male Ts1Cje and disomic controls; Figure 5). Given that our *in vivo* assay showed no difference in the number of NSCs in the Ts1Cje SVZ, we used an *ex vivo* assay to examine the self-renewal ability of adult NSCs and progenitors.

**Figure 5:**
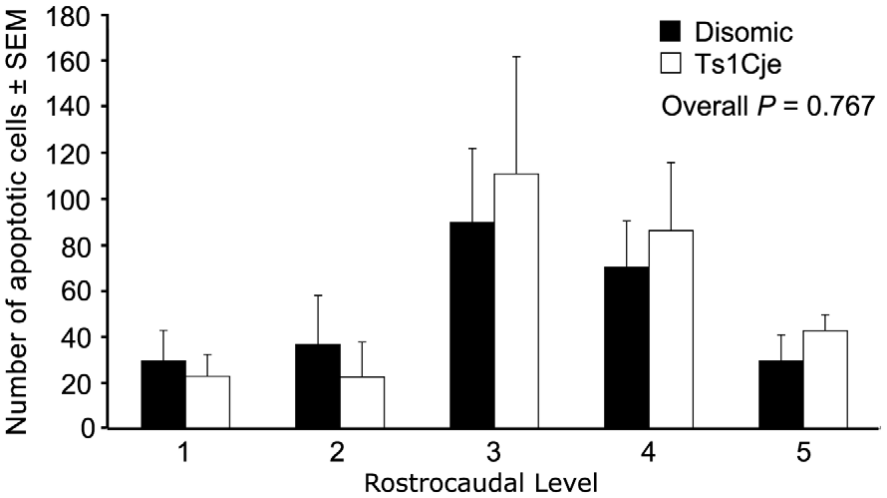
Assessment of cell death by apoptosis. There was no difference in the number of apoptotic cells in the SVZ of Ts1Cje and disomic sex matched controls (*P* = 0.767; *N* = 4 pairs of sex matched Ts1Cje and disomic littermate controls). Apoptotic cells were detected by TUNEL assay and counted at 5 equally spaced rostrocaudal levels.

### Reduced number of neural progenitors in the Ts1Cje subventricular zone

Adult NSCs and progenitors can be grown in proliferation medium containing EGF and FGF2 as floating colonies of cells or neurospheres [56], [66]. We utilised this characteristic to assess the ability of Ts1Cje adult NSCs and progenitors to give rise to colonies of undifferentiated cells. The number of neurospheres derived from the SVZ of Ts1Cje mice was consistently reduced, with an average 28% reduction compared to sex matched disomic littermate controls (*P* = 0.0099; *N* = 4 pairs of female and 4 pairs of male Ts1Cje and disomic controls; Figure 6A and B).

**Figure 6:**
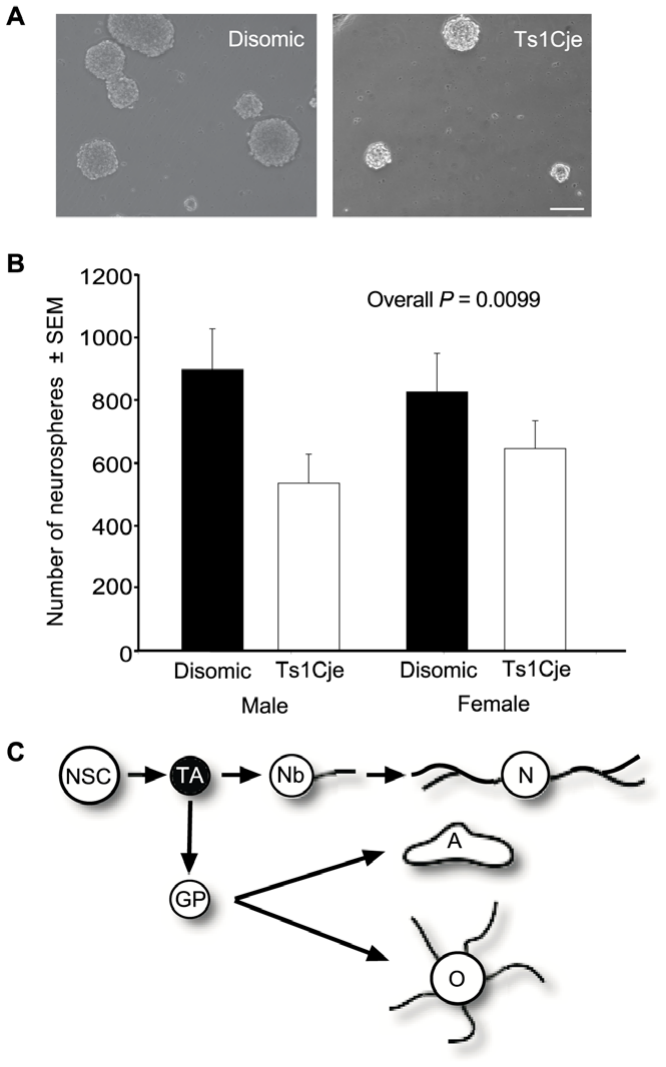
Trisomic SVZ contains fewer colony-forming cells. (A) Typical Ts1Cje and disomic neurosphere cultures. Original magnification ×20 Scale bar  = 100 µm. (B) The number of neurospheres derived from the SVZ of Ts1Cje mice was reduced compared to disomic sex matched littermate controls in both males and females (*P* = 0.0099; *N* = 4 pairs of female and 4 pairs of male Ts1Cje and disomic controls). (C) Neural cell lineage schematic with the cell type examined highlighted – TA, transit amplifying cell. Other cells: NSC, neural stem cell; Nb, neuroblast; N, neuron; GP, glial precursor; A, astrocyte; O, oligodendrocyte.

Since we found no difference in the number of long-term label retaining NSCs and the self-renewal ability of the stem cells is sufficient to maintain NSC numbers, the reduction in Ts1Cje neurosphere formation is most likely due to a reduced production of neural progenitor cells from NSCs. We subsequently examined whether the number of Ts1Cje neuroblasts was also reduced.

### Reduced numbers of migrating neuroblasts in the Ts1Cje rostral migratory stream

We quantified the size of the neuroblast population generated by the SVZs of Ts1Cje and disomic sex matched littermate controls. Neuroblasts express the cell surface molecule polysialic acid-neural cell adhesion molecule (PSA-NCAM) and move as chains of migrating neuroblasts from the SVZ to the olfactory bulbs where they become periglomerular and granule cell interneurons [58], [59], [60]. Migratory neuroblasts across the lateral walls of the lateral ventricles were labelled with an anti PSA-NCAM antibody, traced and quantified. In comparison to sex matched disomic controls, we identified a reduction in the absolute number of migratory neurons in Ts1Cje with an average of 18% (*P* = 0.003; *N* = 5 pairs of sex matched Ts1Cje and disomic littermate controls; Figure 7). Furthermore, through measurement of histological landmarks we show that the anterior-posterior length of the Ts1Cje olfactory bulbs are shorter than their disomic littermate controls (*P* = 0.0005; *N* = 5 pairs of sex matched Ts1Cje and disomic littermate controls; Figure 7).

**Figure 7:**
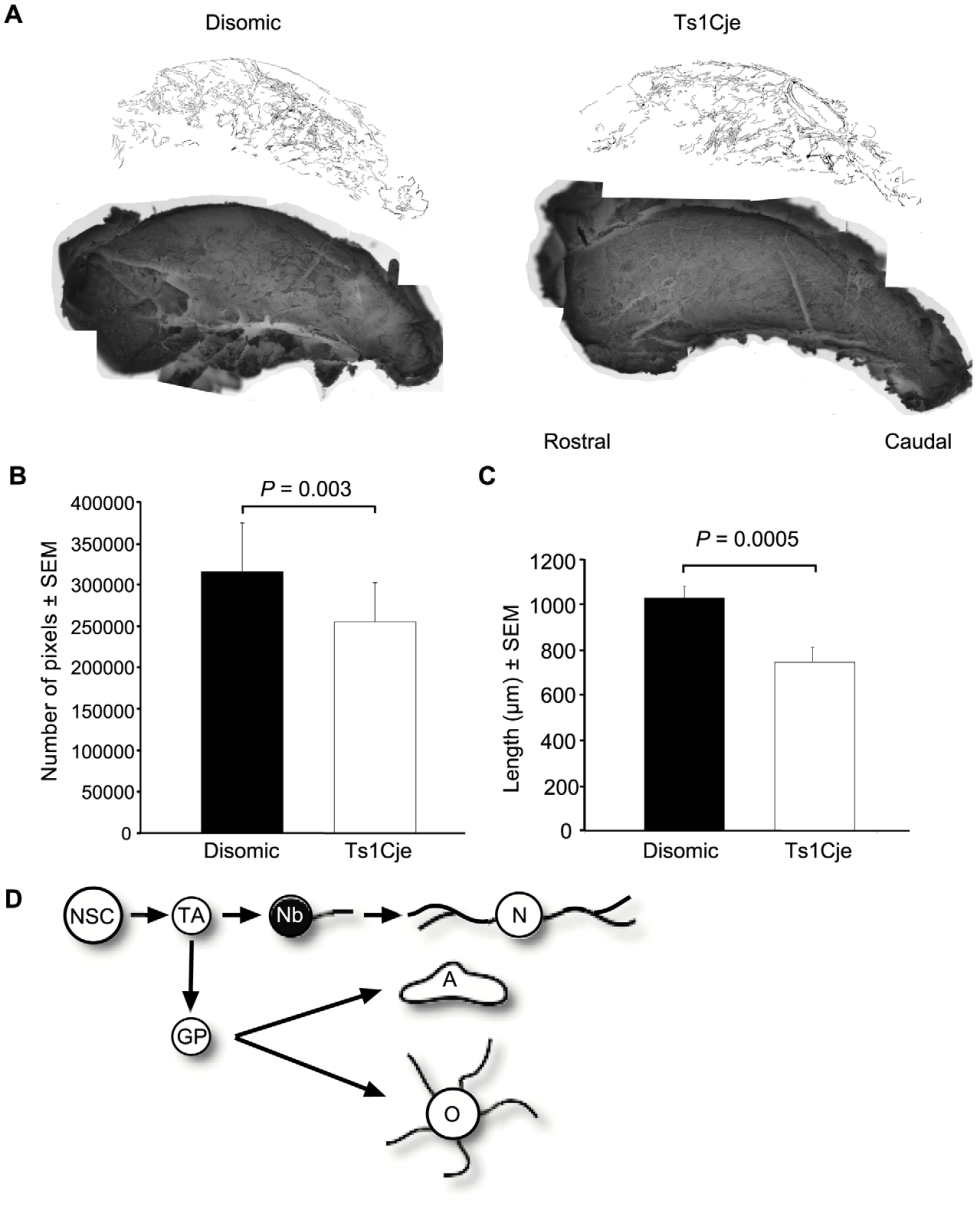
The Trisomic SVZ contains fewer migrating neuroblasts. (A) Whole mount immunohistochemistry of the lateral walls of the lateral ventricles of a typical adult Ts1Cje and disomic sex matched littermate pair, stained with an antibody against PSA-NCAM and the staining traced to allow quantification. (B) The traces of migratory neurons within the Ts1Cje RMS were reduced by an average of 18% compared to disomic controls (*P* = 0.003; *N* = 5 pairs of sex matched Ts1Cje and disomic littermate controls). (C) Measured using histological landmarks within the olfactory bulb, the anterior-posterior length of the Ts1Cje olfactory bulbs were reduced compared to disomic controls (*P* = 0.0005; *N* = 5 pairs of sex matched Ts1Cje and disomic littermate controls). (D) Neural cell lineage schematic with the cell type examined highlighted – Nb, neuroblast. Other cells: NSC, neural stem cell; TA, transit amplifying cell; N, neuron; GP, glial precursor; A, astrocyte; O, oligodendrocyte.

The PSA-NCAM staining revealed that the Ts1Cje neuroblasts were reduced in number, but directional pattern of migration appeared normal and there was no obvious defects such as blockages or altered orientation. In the following experiment we examined their rate of migration using a medium-term thymidine analogue labelling assay.

### Tendency for the migration of Ts1Cje neuroblasts to be delayed

Neuroblasts take between 2 and 6 days to migrate from the SVZ to the olfactory bulbs via the RMS [58]. Mice were injected with the thymidine analogue 5-bromo-2′deoxyuridine (BrdU) twice daily for 4 days and left without treatment for 2 days. The migration front of the neuroblasts was identified in serial brain sections through positive staining for BrdU (Figure 8A). Following identification of the migratory front in the olfactory bulbs the distance from the frontal cortex to the migration front was measured (Figure 8B). In each pair of mice the disomic neuroblasts had migrated further into the olfactory bulbs. On average the labelled neuroblasts had migrated 247.5 µm further into the olfactory bulbs of disomic mice compared to Ts1Cje mice, however the difference was just below the level of significance due to large variations between animals (*P* = 0.056; *N* = 3 male and 1 female pairs of Ts1Cje and disomic littermates).

**Figure 8:**
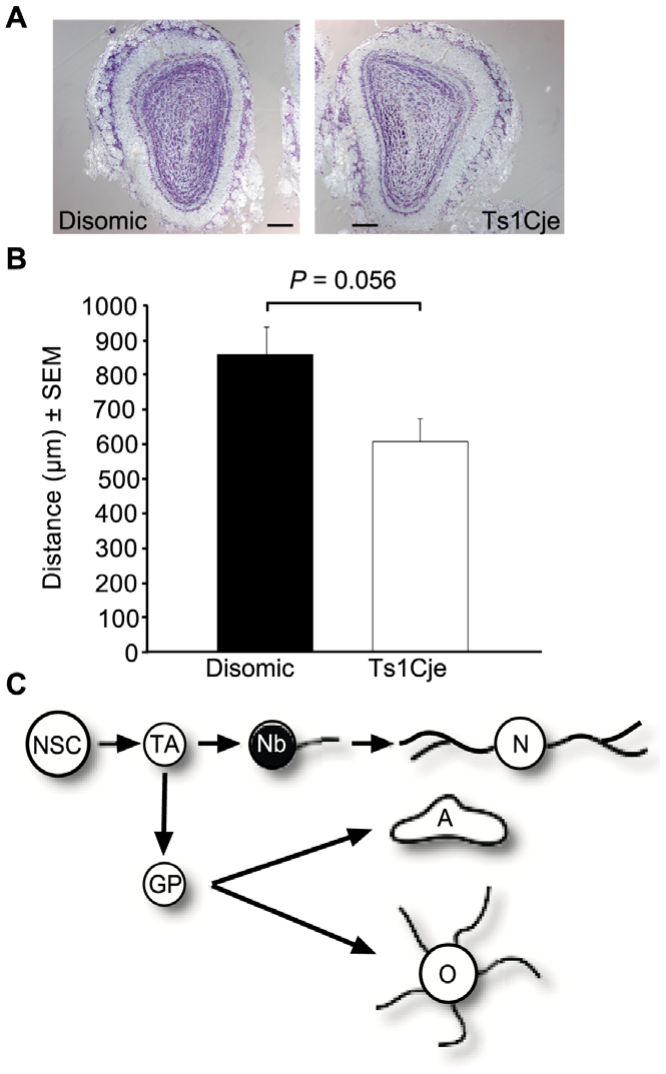
Assessment of neuroblast migration. (A) Cresyl violet stained sections adjacent to the migration front of short-term labelled BrdU stained neuroblasts (not shown) from a typical pair of Ts1Cje and disomic littermate controls. Comparison of histological landmarks highlighted a tendency of the trisomic neuroblasts to travel a shorter distance over the 6 days than disomic neuroblasts. Original magnification ×50. Scale bar = 200 µm. (B) The mean distance migrated into the olfactory bulb by Ts1Cje neuroblasts was on average 247.5 µm shorter than that migrated by disomic controls (*P = *0.056; *N* = 3 male and 1 female pairs of Ts1Cje and disomic littermates). (C) Neural cell lineage schematic with the cell type examined highlighted – Nb, neuroblast. Other cells: NSC, neural stem cell; TA, transit amplifying cell; N, neuron; GP, glial precursor; A, astrocyte; O, oligodendrocyte.

Finally, we examined the ultimate product of SVZ neurogenesis, the differentiating neuron.

### Reduced numbers of neurons arise from Ts1Cje neural progenitors

Removal of the growth mitogens EGF and FGF2 from neurosphere medium and addition of 1% foetal calf serum results in differentiation of NSCs and progenitors [56]. To determine whether Ts1Cje NSCs have a defect in neuronal differentiation we compared the number of neurons, astrocytes and oligodendrocytes produced by Ts1Cje and sex matched disomic littermate neurosphere cells *in vitro*. Following 7 days of primary culture, neurospheres were dissociated and plated onto poly-ornithine and laminin coated coverslips. Cell types were identified by immunofluorescence using antibodies against type III β-tubulin, glial fibrillary astrocyte protein (GFAP) and O4 to mark neurons, astrocytes and oligodendrocytes respectively. The number of neurons generated from Ts1Cje neurospheres was reduced with an average of 56% compared to sex matched disomic littermate controls (*P* = 3.987e-06; *N* = 4 pairs of adult female Ts1Cje and disomic littermate controls; Figure 9A). In contrast and correspondingly, the number of astrocytes generated from Ts1Cje neurosphere cells was increased by an average of 6% (*P* = 2.632e-05; *N* = 4 pairs of adult female Ts1Cje and disomic littermate controls; Figure 9B). There was no difference between the numbers of oligodendrocytes and unclassified cells produced by the Ts1Cje and disomic littermate control neurosphere cells (data not shown).

**Figure 9:**
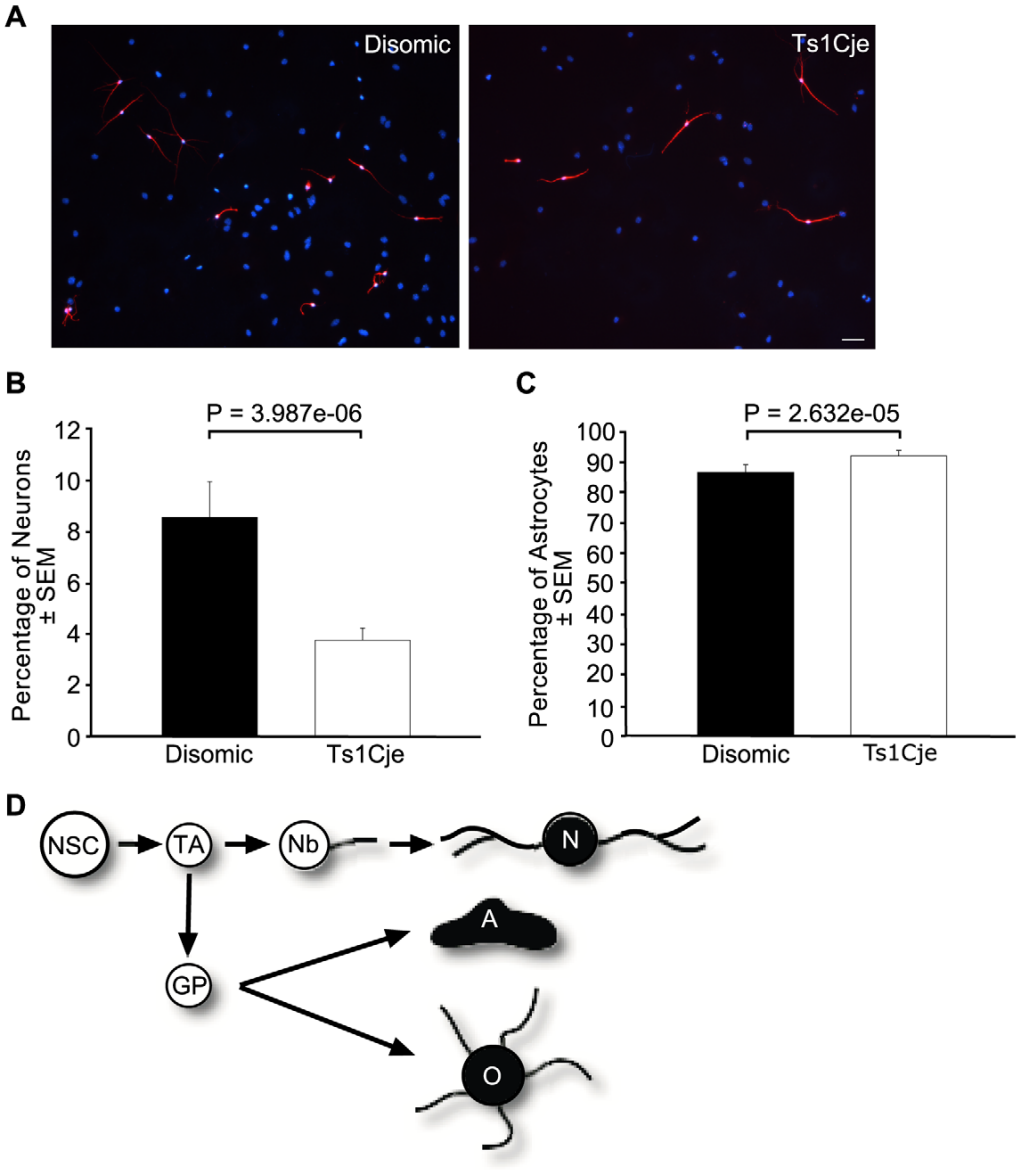
Trisomic neural progenitors form fewer neurons and more astrocytes. (A) Immunofluorescence of differentiated cells from dissociated neurospheres stained with an anti-β-tubulin type III antibody (red) labelling neurons and bisbenzimide nuclear counterstain (blue) (Original magnification ×400; Scale bar  = 20 µm). (B) The number of neurons generated from Ts1Cje neurosphere cultures was reduced compared to disomic neurosphere cultures with an average of 56% (*P* = 3.987e-06; *N* = 4 pairs of adult female Ts1Cje and disomic littermate controls). (C) The number of astrocytes generated from Ts1Cje neurosphere cultures was increased compared to disomic neurosphere cultures with an average of 6% (*P* = 2.632e-05; *N* = 4 pairs of adult female Ts1Cje and disomic littermate controls). (D) Neural cell lineage schematic with the cell type examined highlighted – N, neuron; A, astrocyte; O, oligodendrocyte. Other cells: NSC, neural stem cell; TA, transit amplifying cell; Nb, neuroblast; GP, glial precursor.

### Differentiated Ts1cje neurons have a tendency for reduced side branching

Examination of the neurons that were produced by both genotypes showed that there was no difference in the number of primary neurites per cell (*P* = 0.66) or the average length (*P* = 0.55) of primary neurite (Figure 10A and B). The number of Ts1Cje neurons with a secondary or tertiary neurite was consistently lower than the number of disomic neurons. While the difference was not significantly statistically different (secondary neurite *P* = 0.079; tertiary neurite *P* = 0.141; *N* = 4 female Ts1Cje and sex matched disomic littermate controls; Figure 10C), lower neurite complexity has been observed in human DS and trisomic mice [67], [68], [69], [70], [71]. There was no difference in the average length of Ts1Cje and disomic secondary (*P* = 0.97) or tertiary (*P* = 0.96) neurites (Figure 10D).

**Figure 10:**
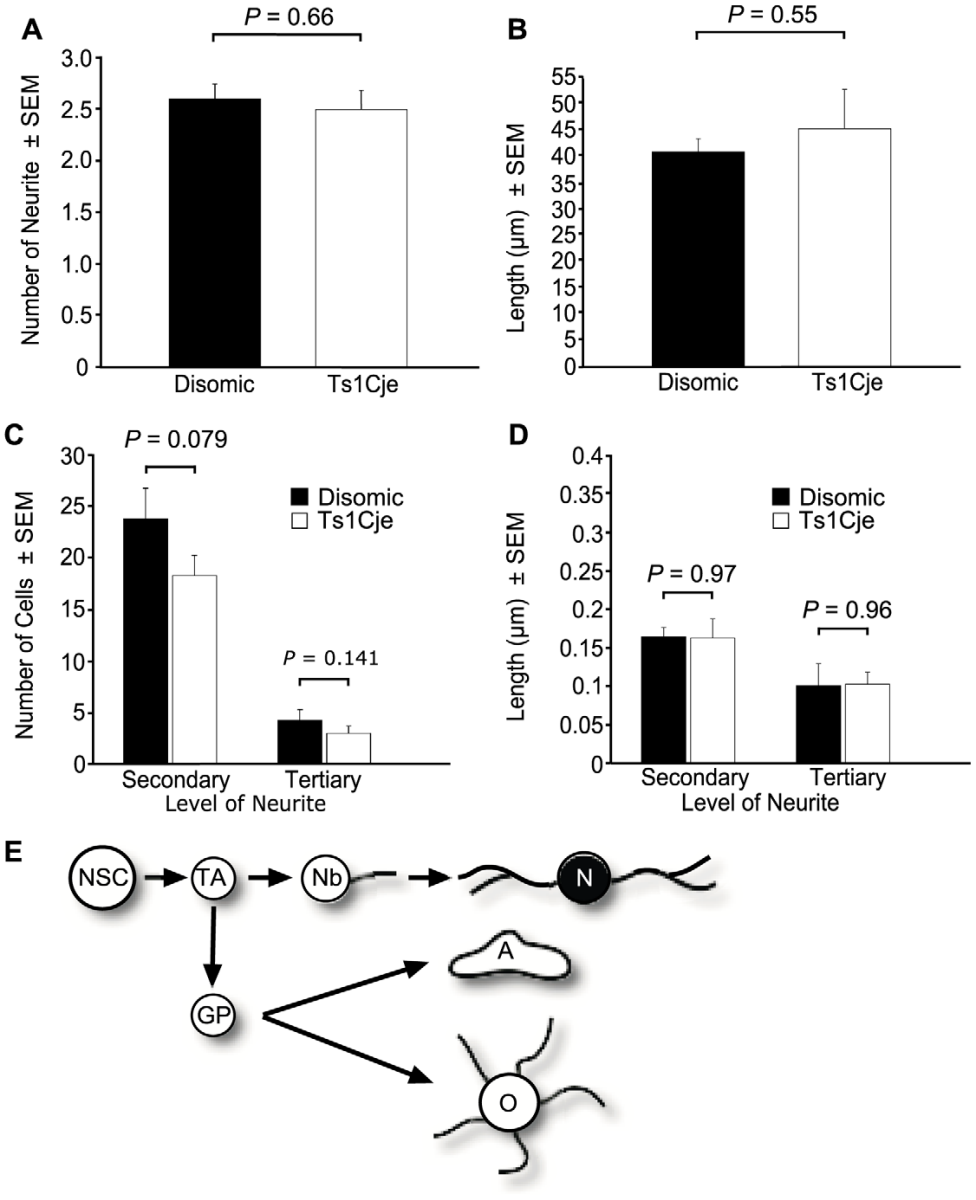
Assessment of neurite complexity. There was no difference in the number of primary neurites/cell (A) or length of primary neurite (*P* = 0.66) (B) between neurons differentiated from dissociated Ts1Cje and disomic neurosphere cultures (*P* = 0.55). (C) The number of Ts1Cje neurons with side branching was consistently reduced compared to disomic neurons. However, the difference was not statistically significant (secondary neurite *P* = 0.079; tertiary neurite *P* = 0.141), (D) there was no difference in their length (secondary neurite *P* = 0.97; tertiary neurite *P* = 0.96). *N* = 4 pairs of female Ts1Cje and disomic littermate controls. (E) Neural cell lineage schematic with the cell type examined highlighted – N, neuron. Other cells: NSC, neural stem cell; TA, transit amplifying cell; Nb, neuroblast; GP, glial precursor; A, astrocyte; O, oligodendrocyte.

## Discussion

We have used a combination of *in vivo* and *ex vivo* assays, a gene expression and network analysis to understand a number of aspects of adult neurogenesis in the Ts1Cje mouse model of DS. We have distinguished for the first time that reductions in cell numbers observed by others are due to reductions in neural progenitors and neuroblasts rather than NSCs in the Ts1Cje subventricular zone (SVZ). In this study we also observed dysregulated expression of genes involved in proliferation, particularly cell cycle control. We have shown a tendency for delayed neuroblast migration through the adult Ts1Cje SVZ. Importantly, we have uncovered severe defects in Ts1Cje neural differentiation, in particular a reduction in the production of neurons and a tendency for reduced side branching. Given that our work demonstrates neurogenesis defects exist during adulthood suggests that there is potential to slow aspects of the progression of cognitive decline and neurodegeneration in DS.

Analysis of our microarray expression data from adult SVZ neurosphere cultures using both the Database for Innovation, Visualisation and Integrated Discovery (DAVID) and Ingenuity Pathway Analysis (IPA) identified dysregulation of genes involved in proliferation in Ts1Cje samples. The majority of proliferation associated genes showing disrupted expression were subtly downregulated and not from the Ts1Cje trisomic region, indicating that trisomy results in a large number of downstream gene expression abnormalities that combined would affect proliferation in adult neural progenitors. The largest IPA network of differentially expressed genes included a number of genes whose down regulation could delay cell cycle progression. 

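Regulators of the step from G1 to S phase were lower in Ts1Cje neurospheres as a list. Their median M was -0.22 over 28 expressed members, 21 of them below 0. This median lay nearer to 0 than those of the replication and mitotic lists, but the difference between lists was not tested. The lowest relative to their error were Cks1b, a cofactor of cyclin-dependent kinases (M = -0.45, standard error 0.10), and the transcription factor E2f8 (M = -0.63, standard error 0.17). On the other side was Cdk6, whose mean log2 intensity was 6.69 ± 0.37 (SD, n = 3) in disomic and 7.73 ± 0.05 (SD, n = 3) in Ts1Cje neurospheres. The list had an adjusted p of 1.51e-05 from camera in limma, and an adjusted p of 0.180 with an estimated correlation. Its mean was almost level on Ts1Cje replicate 1 and disomic replicate 2, at 0.0628 and 0.0635. The RNA quality controls of the arrays differed between the groups in the same way as at the other proliferation lists.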

The following discussion is focused around the genes from this network for which expression was most affected by trisomy. The helicase minichromosome maintenance proteins (MCMs) and Prim1 (small subunit of primase, which synthesises oligoribonucleotides that act as primers for initiation of DNA synthesis) are involved in DNA replication and their reduced expression is likely to result in a delay or elongation of the S phase of the cell cycle [72], [73], [74]. 

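Mcm2, Mcm3 and Mcm7 of the replicative helicase and Prim1 of primase were lower in Ts1Cje neurospheres on all of their expressed probe sets. The 4 probe sets of Mcm7 had M values of -0.73, -0.87, -1.04 and -1.11, each with a moderated t below -4. Those of Mcm2 had M values of -0.55 and -0.58, and the expressed ones of Mcm3 ran from -0.93 to -0.43. The probe sets of Prim1 had M values of -0.71 and -0.74. The brightest probe set of Mcm7 had a mean log2 intensity of 12.30 ± 0.22 (SD, n = 3) in disomic and 11.57 ± 0.06 (SD, n = 3) in Ts1Cje neurospheres, that of Mcm3 9.69 ± 0.20 and 8.88 ± 0.33 (SD, n = 3), and that of Prim1 9.98 ± 0.17 and 9.27 ± 0.38 (SD, n = 3). The groups overlapped on the brightest probe set of Mcm2 and on the dimmest expressed one of Mcm3.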

Brca2 has various roles in the maintenance of genome stability, but its main function appears to involve the regulation of the function of Rad51 (DNA repair protein) during DNA repair by homologous recombination. Homologous recombination is the predominant mechanism of repair for double strand breaks during the S-phase and G_2_-phase of the cell cycle and Brca2 deficiency has been shown to impair cytokinesis and extend cell division [75], [76]. The CENP-H/I multiplex kinetochore complex, containing the centromere protein O (CENP-O; interphase centromere complex protein 36) has been shown to be required for proper chromosome alignment and segregation in chicken and human cells [77]. Furthermore, it has been demonstrated that CENP-O deficient cells had a lengthened G_2_/M phase [77]. Aurka is a member of a family of serine/threonine kinases and plays a critical role in mitosis. It is necessary for formation of mitotic spindles, separation of the centrosomes after the mitotic spindle has been formed and ensures correct organization and alignment of chromosomes during prometaphase [78], [79]. Therefore, its downregulation may prevent or slow exit from mitosis.

Based on the changes in gene expression that we observed we would expect a delay in cell cycle progression in the S or G_2_ and M phases. Indeed, elongation of the G_1_ but particularly the G_2_ phase has been observed in trisomic neural precursors [44], [47], [48]. 

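Of the genes that act in S phase, Rrm1, a subunit of ribonucleotide reductase, had M = -0.50 with a standard error of 0.12, and Timeless, a protein of the replication fork, M = -0.63 with a standard error of 0.16. Of those that act in G2 and M phases, Plk1, a mitotic kinase, had M = -0.85 with a standard error of 0.21, and Cks2 M = -0.60 with a standard error of 0.15. Wee1, the kinase that holds back entry into mitosis, was lower too, with M = -0.55 and a standard error of 0.12. The Ts1Cje arrays were below the disomic arrays for each of these genes, and none passed an adjusted p of 0.05 in limma. Array values of cultures do not show in which phase cells were.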

Interestingly, it has been demonstrated that the expression of *Ccnb1* and *Skp2*, two key regulators of the G_2_/M and G_1_/S transitions are decreased in neonatal (PN2) Ts65Dn cerebellar granule cell precursors [47]. While these observations have been made in a different area of the brain and during development rather than in the adult, they support our data and suggest that delays in cell cycle transitions particularly the G_2_/M phase may be a common theme in trisomic cell division. 

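The probe set of Ccnb1 in Table S2, for cyclin B1, had a mean log2 intensity of 10.77 ± 0.12 (SD, n = 3) in disomic and 10.05 ± 0.29 (SD, n = 3) in Ts1Cje neurospheres. This is an M of -0.72 with a standard error of 0.17 and a moderated t of -4.20, and the groups did not overlap. After adjustment over all probe sets it did not pass a p of 0.05 in limma.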

Notably, we found *Ccnb1* to be downregulated in adult neurospheres. Furthermore, all probes located to the *Skp* loci on our microarray that were expressed in adult neurospheres were reduced in the Ts1Cje compared to disomic controls, with fold changes ranging from 0.64 to 0.87.

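Skp2, the substrate-binding subunit of a ubiquitin ligase that marks cell cycle inhibitors for degradation, was lower in Ts1Cje neurospheres on each of its 4 expressed probe sets. Their M values were -0.46, -0.31, -0.69 and -0.19, which are fold changes of 0.726, 0.808, 0.620 and 0.878. On the brightest of them the mean log2 intensity was 10.47 ± 0.21 (SD, n = 3) in disomic and 10.01 ± 0.16 (SD, n = 3) in Ts1Cje neurospheres. Skp1, an adaptor subunit of the same ligase, had M = -0.04 with a standard error of 0.08 on its brightest probe set and M = 0.08 with a standard error of 0.02 on the other expressed one, fold changes of 0.970 and 1.05. No probe set of either gene had a moderated t past 4.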

A recent gene expression study on embryonic neural progenitors cultured as neurospheres from the E14.5 Ts1Cje neocortex also observed dysregulation of genes involved in proliferation, although changes in expression of individual genes differed from our study [55]. These differences are likely to be due to a number of factors including the different age of mice that the neural progenitors were isolated from, the different microarray platforms used and the number of passages carried out prior to RNA extraction. Moldrich *et al*., (2009) used cells after at least four passages in culture, whilst we subjected cells to only one passage in culture before conducting the microarrays. We note that we have shown changes in gene expression in trisomic neural precursors even in different pathways to those observed by others despite some similarities in neural differentiation defects [80], [81]. In particular, we observed no deregulation in the expression of the neuron-restrictive silence factor (REST-repressor element-1 silencing transcription factor) or *Rest* regulated genes in the trisomic neural progenitor cells. This could be due to the differences in the source of cells investigated. 

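Rest had a mean log2 intensity of 8.20 ± 0.53 (SD, n = 3) in disomic and 8.43 ± 0.33 (SD, n = 3) in Ts1Cje neurospheres, M = 0.22 with a standard error of 0.35. A second expressed probe set had M = 0.12 with a standard error of 0.11. Of 54 neuronal genes listed as regulated by REST, 47 were on the array and 15 were expressed, 7 of them with M above 0 and 8 below. Those with the largest moderated t were Elavl3 (M = 0.58), Scn2a (M = 0.59), Nrxn3 (M = 0.56) and Scg3 (M = 0.39), none past 4 on its brightest probe set. A dimmer probe set of Elavl3 had M = 0.77 with a moderated t of 7.63 and no overlap between the groups. The list had an adjusted p of 0.717 from camera in limma, and its genes mostly had too little signal to be measured in these cells.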

We used primary neurospheres, whilst Bahn *et al*., (2002) analysed cells after more than 10 weeks of culture and Canzonetta *et al*., (2008) analysed cell lines following at least 3 passages. In this context it is important to note that striking differences have been observed between primary neuronal cells and cells cultured for extended periods such that primary cells are expected to reflect the situation *in vivo* more accurately [82], [83], [84].

To our knowledge, no previous study has differentiated between the effects of trisomy 21 in humans, or 16 in mice on NSCs versus neural progenitor cells. We did not detect a difference between the number of adult Ts1Cje and disomic control NSCs *in vivo* using a double thymidine analogue labelling assay. However, we observed a reduction in stem cell/progenitor derived primary neurospheres from the Ts1Cje SVZ and neuroblasts migrating through the RMS. A partial block in the S, G_2_ or M phases of the cell cycle could explain a low production of neural progenitors and neuroblasts. In concordance with previous findings and a reduction in the numbers of neural progenitors and neuroblasts the anterior-posterior length of the Ts1Cje olfactory bulbs were shorter than the disomic controls [54].

In support of our findings others have reported similar defects in the production of neural progenitors, albeit the majority of studies have been focused on different areas of the brain, at different stages of development. A number of studies of Ts16, Ts65Dn and DS embryonic brain development have identified cell cycle and neurogenesis abnormalities in the neocortex and hippocampus [44], [45], [49], [50], [51]. A substantial delay in prenatal growth of the Ts65Dn cortex and hippocampus was shown to be due to a longer cell cycle and reduced neurogenesis from the ventricular zone neural precursor population [44]. Correspondingly, reduction in the number of proliferating cells in the germinal zones of DS foetal hippocampus, parahippocampus and lateral ventricles has been demonstrated [48], [49]. Similarly, reduced cell proliferation has been demonstrated in the neocortical germinal matrix of human DS foetuses and the dentate gyrus of postnatal day 2 (PN2) and 6 Ts65Dn mice [41], [48]. Of the cells that were dividing in the DS foetal neocortex and Ts65Dn PN2 dentate gyrus, a higher proportion were in the G_2_ phase, which was also shown to be prolonged compared to the disomic [48]. Additionally, a reduction in the proliferative capacity due to increased cell cycle duration of neural progenitors cultured from embryonic neocortical Ts1Cje neurospheres has been described [55]. It has been demonstrated that postnatal development of the hippocampus is affected by abnormal proliferation in the subgranule zone [47], [48], [52]. Reduced proliferative capacity of the adult neural stem cell (NSC) population of the hippocampus has been shown in both young and old adult Ts65Dn mice [46], [53]. Recently, a reduction in the number of neuroblasts in the SVZ and a reduction in the number of proliferating cells was demonstrated in the SVZ of the lateral ventricles and dentate gyrus of adult Ts2Cje (genetically equivalent to Ts65Dn) and Ts1Cje [54]. The same authors also reported reduced cortical neurogenesis in the embryo of both mouse models.

Our neurosphere data imply that there is a major reduction in the capacity of Ts1Cje neural progenitors to differentiate into neurons by more than 50%. The number of neurons produced by the SVZ has not been assessed previously in models of DS. Defects in neural differentiation have been reported for other areas of trisomic brains and recently a greater number of GFAP-positive cells were observed prior to differentiation in neural progenitors isolated from the E14.5 Ts1Cje neocortex [46], [47], [48], [49], [55]. It has been suggested that the smaller number of neurons is attributable to the fact that precursors proliferate at a slower rate rather than, or in addition to, impaired differentiation. However, as our data of neuronal differentiation is based on equal numbers of neural progenitors, we observed a greater than 50% reduction in neurons produced and a compensating increase in astrocytes, we conclude that trisomic neural progenitors differentiate into astrocytes at the expense of neurons. This phenomenon constitutes a disturbance in cell lineage commitment and differentiation that cannot be explained solely by the reduction in progenitors, which we also observed.

We have demonstrated that the expression of a number of genes involved in control of the cell cycle are disrupted and that there are a number of abnormalities in adult Ts1Cje adult neurogenesis, however the question remains, which trisomic gene or genes are responsible? It is tempting to speculate that the abnormalities we have observed are due to the overexpression of the dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1A gene (*Dyrk1A*), which is located on the Ts1Cje trisomic region. Indeed, the 3 *Dyrk1A* probes on our microarray were overexpressed at expected trisomic levels. 

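The 3 probe sets of Dyrk1a, a trisomic gene for a protein kinase, had M values of 0.30, 0.30 and 0.38. Each lies below the log2 of 1.5 (0.58). On the brightest one, with A = 7.67, every Ts1Cje array was above every disomic array, and the mean log2 intensity was 7.52 ± 0.06 (SD, n = 3) in disomic and 7.82 ± 0.16 (SD, n = 3) in Ts1Cje neurospheres, with a standard error of M of 0.10. The dimmer ones had A values of 5.58 and 5.03, overlapping groups and standard errors of 0.21 and 0.66. No probe set of Dyrk1a had a moderated t past 4.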

Dyrk1A has been shown to have a highly dynamic expression pattern throughout mouse brain development suggestive of a key role in regulating the multiple events that occur during neuronal development [85]. Expression during the S- and G_2_-phases of the neuronal progenitor cell cycle combined with the altered levels of cell cycle regulators found in mice overexpressing *Dyrk1A* and the phosphorylation of cell cycle regulators by DYRK1A led to the suggestion that it is a regulator of neural progenitor proliferation [85], [86], [87]. Dyrk1A is also co-expressed transiently in newborn neurons with high levels of p27^KIP1^, which has been shown to be involved in neuronal differentiation [85], [88], [89]. Transgenic mice overexpressing human or mouse *Dyrk1A* have been generated and were shown to display hippocampal-dependent spatial learning and memory defects, developmental delay and motor deficits [90]. Interestingly, it was recently shown that using shRNA to inhibit *Dyrk1A* in the striatum of a transgenic mouse model of *Dyrk1A* resulted in the restoration of motor coordination, attenuation of hyperactivity and improvement of sensorimotor gating [91].

Our data demonstrate the presence of neurogenesis defects in the adult trisomic brain at multiple levels in the neurogenic lineage, which we suggest will increase the vulnerability of DS neurons for neurodegeneration. We also hypothesise that the existence of adult nuerogenesis defects in the trisomic brain may offer the opportunity to develop therapies that might either slow down the progression or even improve the neuronal deficits. A number of recent studies have provided evidence to suggest that this is not an unreasonable suggestion, proposing that a number of agents can improve learning and memory and possibly even brain structure in the adult Ts65Dn mouse [92], [93], [94], [95].

In conclusion, we have investigated the characteristics of adult neurogenesis in the Ts1Cje brain and determined that; 1) Neurogenic cells isolated from the adult Ts1Cje brain exhibited disrupted expression of genes encoding proteins involved in cell cycle progression. 2) Ts1Cje brains had normal numbers of long-term retaining NSCs. 3) In contrast, the numbers of self-renewing neural progenitor colonies, were reduced. 4) There was a reduction in the number of neuroblasts migrating through the Ts1Cje RMS compared to disomic controls. 5) Our data suggests that the speed of adult Ts1Cje neuroblasts migration was reduced. 6) The number of neurons produced by adult Ts1Cje neurogenic progenitors showed a striking reduction to less than one half whilst the numbers of astrocytes was increased. 7) Ts1Cje neurons showed a tendency for less elaborate neurites.

## Materials and Methods

### Ethics Statement

All breeding and experiments were approved by the Walter and Eliza Hall Institute Animal Ethics Committee (Project numbers 2001.45, 2004.041 and 2007.007).

### Animals

Sex matched disomic littermates were used as controls for all experiments. All mice were aged to 3 months (84 days). Ts1Cje and disomic mice were generated by mating Ts1Cje males (originally obtained from The Jackson Laboratory, Bar Harbour, USA) with C57BL/6 female mice for over 10 generations. Offspring were genotyped using multiplex PCR primers for neomycin and *App* (as an internal control) as described previously [28] substituting gel electrophoresis with high resolution melting analysis [96].

### Microarray analysis

RNA was extracted from 3 Ts1Cje and 3 disomic female littermate control neurospheres (generated from adult subventricular zone (SVZ) cells) cultured for 7 days after isolation using a Qiagen RNeasy micro kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions with the DNase I digestion step. The quality and quantity of RNA was assessed using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA). Each RNA sample was processed using the Two-Cycle Target Labelling Assay and hybridised onto an Affymetrix GeneChip® Mouse Genome 430 2.0 Arrays according to the manufacturer's instructions (Affymetrix, Santa Clara, USA). Fluorescent signals were detected using a GeneChip® Scanner 3000 (Affymetrix, Santa Clara, USA).

Expression data were pre-processed and normalized using the gcRMA algorithm [97]. Differential expression was assessed using empirical Bayes moderated *t*-statistics [98] and *P*-values were adjusted for multiple testing [99] using the limma package and R statistical software (www.r-project.org) [100]. An additional global analysis of the *P*-values was completed to estimate the true percentage of statistically significantly expressed genes [101]. The online analysis tools The Database for Annotation, Visualization and Integrated Discovery (DAVID; [61] and Ingenuity Pathway Analysis (IPA; from Ingenuity Systems Inc., Redwood City, USA; http://www.ingenuity.com) were used to uncover changes in functionally interconnected genes from a list of the most differentially expressed genes (Further description in Text S1). Using a *t*-statistic value of 4 as a cut off, probes that were over or underexpressed in the Ts1Cje neurospheres compared to disomic neurospheres were selected for analysis.

### Quantitative real time polymerase chain reaction (RT-qPCR)

RT-qPCR was used to validate the expression of 11 selected genes from the microarray analysis. RNA was extracted independently from the microarray samples from 3 female Ts1Cje and 3 disomic litermate control 7-day-old neurosphere culture pellets using a Qiagen RNeasy micro kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions with the DNase digestion step. RNA quality and quantity was assessed using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA). First strand cDNA was synthesised using random hexamers and the SuperScript™III Reverse Transcriptase Kit (Invitrogen, Carlsbad, USA) according to the manufacturer's instructions. Primers were designed and probes selected using ProbeFinder Version 2.34 (Universal ProbeLibrary Assay Design Center, Roche Applied Science https://www.roche-applied-science.com). Primer and probe sequences are detailed in the Text S1. RT-qPCR was performed in triplicate on 330 ng total RNA template with 1X LC480 Master Probe Mix (Roche Diagnostics, Basel, Switzerland), 250 nM forward and reverse primers (GeneWorks, Thebarton, Australia), 100 mM Universal ProbeLibrary probe (Roche Diagnostics, Thebarton, Australia) made to a final volume of 10 µl with PCR-grade H_2_O (Roche Diagnostics, Thebarton, Australia), on a LightCycler® 480 System (Roche Diagnostics, Thebarton, Australia). Conditions for the RT-qPCR were a pre-denaturing step of 95°C for 10 min, 45 cycles of; 95°C for 10 sec, 60°C for 30 sec, 72°C for 30 sec and finishing with a cooling step at 40°C for 1 min.

The quantification cycle (Cq) for each signal was calculated based on the Second Derivative Maximum method. A set of serially diluted cDNAs synthesised from 3 µg of adult mouse brain RNA was used to construct a 3-data point standard curve for every PCR assay in each run. A PCR efficiency of between 90–110% and an R-squared value >0.98 were used to define successful assays. Relative quantification of target gene expression in Ts1Cje and disomic samples was carried out using the comparative Ct method. We performed intra-sample data normalization against 3 endogenous control reference genes *Pgk1*, *Hmbs* and *Psmb2*. Differential analysis was completed with the limma package [100] (R-script; Text S1) using empirical Bayes moderated *t*-statistics which borrows information between genes [98]. *P*-values were adjusted for multiple testing [99].

### Neurosphere proliferation and differentiation assays

Cells from the SVZ were isolated and cultured as described previously [56], [102], [103], [104], [105]. Briefly, avoiding white matter and using a dissection microscope (Stermi 2000-C, Zeiss, Oberkochen, Germany), the SVZ of the lateral walls of the lateral ventricles were bilaterally dissected. The dissected tissue was immersed in 2.5% pancreatin/0.5% trypsin in D-PBS (Ca^2+^/Mg^2+^ free) with 200 U/ml penicillin, 200 µg/ml streptomycin for 30 min at 4°C and transferred into mouse tonicity phosphate-buffered saline (MTPBS) for 5 min at 37°C. The pancreatin/trypsin was inhibited briefly by 2% foetal bovine serum in MTPBS, and the tissue was mechanically dissociated. Cells were collected by centrifugation and cultured in neural stem cell (NSC) proliferation medium for 7 days: DMEM/F12, 5 mM HEPES, 13.4 mM NaHCO_3_, 0.6% D-glucose, 100 U/ml penicillin, 100 µg/ml streptomycin, 25 µg/ml insulin, 60 µM putrescine dihydrocloride, 100 µg/ml apotransferrin, 30 nM sodium selenite, 20 nM progesterone, 10 ng/ml bovine recombinant fibroblast growth factor 2 (FGF2), 4 µg/ml porcine heparin sodium salt, 20 ng/ml murine epidermal growth factor (EGF) and 2 mg/ml bovine serum albumin fraction V. Under these conditions SVZ cells proliferate and form neurospheres. Neurospheres were collected by centrifugation and dissociated in 0.25 mg/ml trypsin, 10 µg/ml DNase I, 10 mM HEPES and 0.2 mg/ml EDTA in Ca^2+^/Mg^2+^ free HBSS at 37°C for 3 min. The trypsin was inhibited briefly by 140 µg/ml soybean trypsin inhibitor, in HEM with 10 µg/ml DNase I. 50,000 cells were plated onto poly-ornithine/laminin-coated 13 mm glass coverslips in differentiation medium (proliferation media excluding FGF2, EGF and heparin sodium salt with 1% bovine serum albumin fraction V) for 8 days.

### Thymidine analogue treatment strategies and analysis

For assessment of neuroblast migration along the rostral migratory stream (RMS) 4 pairs of Ts1Cje and disomic littermate controls (3 male and 1 female pairs) were injected with 5-bromo-2′deoxyuridine (BrdU; 100 µg/g i.p.) twice daily 12 h apart for 4 days and left without treatment for 2 days. The migration front of BrdU labelled neuroblasts was identified on serial paraffin sections stained for BrdU. Adjacent sections were stained with cresyl violet to reveal histological morphology. To determine the distance migrated by the neuroblasts, the distance between the most rostral extent of the frontal cortex, as a reference point and the migration front was calculated based on the number of intervening sections and section thickness.

To determine the number of NSCs and progenitors and to assess their proliferation 4 pairs of male Ts1Cje and disomic littermate controls were injected with 5-iodo-2′-deoxyuridine (IdU; 100 µg/g i.p.) twice daily 12 h apart for 7 days, left without treatment for 7 days and then injected with 5-chloro-2′-deoxyuridine (CldU; 100 µg/g i.p.) twice daily 12 h apart for 7 days and finally left without treatment for 7 days. The number of CldU positive, IdU positive and double positive cells were counted at five equally spaced rostrocaudal levels approximately 250 µm apart ranging from the most rostral section containing fimbria of the hippocampi to the section containing the fusion of the rhinal fissure. Stained sections were analysed microscopically and photographs were taken with a digital camera (Stemi 2000-C, dissection microscope and Zeiss Axiocam HRc software Axiovision, Zeiss, Oberkochen, Germany).

### Immunohistochemistry and Immunofluorescence

To ensure that assays involving cell counts were accurate, the nuclei of cells throughout the SVZ from digital images at a magnification of 40× of 4 pairs of sex matched adult Ts1Cje and disomic littermates were compared. The longest diameter of 630 randomly selected nuclei from each genotype were measured. We found no significant difference in the mean length of the longest nuclei diameter between Ts1Cje and disomic controls (data not shown) and therefore numbers of labelled SVZ cell profiles could be compared [106]. A general anatomical analysis of the whole brain was completed to assess whether there are any gross structural abnormalities in the Ts1Cje brain (for methods and results refer to Text S1).

For thymidine analogue incorporation studies, brains were perfusion-fixed in 4% PFA, postfixed in 4% PFA for 48 h, embedded in paraffin and coronally sectioned at 5 µm in preparation for staining.

Immunohistochemistry was performed as described previously [107] using an antibody against BrdU (M0744 Clone Bu20a; 1∶10; Dakocytomation, Glostrup, Denmark). Immunofluorescence was performed on brain sections [108] and cells [109] as described previously. Cells were incubated with antibodies against β-tubulin type III (G7121; 1∶2000; Promega, Madison, USA), and GFAP (MAB3402; 1∶1000; Chemicon) and sections were incubated with antibodies against BrdU that also detects CldU but not IdU (OBT-0030; clone BU1/75; 1∶100; Accurate Chemical & Scientific Corporation, Westbury, USA), all diluted in 10% goats serum. Cells and sections were subsequently incubated with appropriate fluorescently label-conjugated secondary antibodies (Molecular Probes, Invitrogen, Carlsbad, USA; Vector laboratories, Burlingame, USA). An antibody against BrdU (clone B44; 1∶3.5; BD Biosciences, San Jose, USA), which also detects IdU but not CldU was conjugated with FITC and was therefore added to the sections with the secondary antibodies. Nuclei were counterstained with bisBenzimide H 33258 (Sigma-Aldrich®, St Louis, USA) or DAPI (4′,6-diamidino-2-phenylindole; Vector Laboratories, Burlingame, USA). Anti-O4 (1∶10; gift from T. Kilpatrick Howard Florey Institute, Parkville, Australia) primary incubation was performed without any prior permeabilisation.

Four pairs of sex matched (2 female, 2 male) Ts1Cje and disomic littermate controls were assessed for the number of apoptotic cells in the SVZ using the ApopTag® Fluorescein *In Situ* Apoptosis Detection Kit S7110 according to the manufacturer's instructions (Chemicon International, Temecula, USA). The number of TUNEL positive cells was counted at 5 evenly spaced rostrocaudal intervals on sections adjacent to those assessed for thymidine analogue incorporation.

Whole-mount immunohistochemistry was performed as described previously [102], [110] on 5 pairs of Ts1Cje and disomic littermate controls (2 male and 3 female). Briefly, the entire lateral walls of the lateral ventricles were dissected from perfusion-fixed (3% PFA) brains and were immersed in cold methanol, cold acetone, 10% goats serum, incubated with an anti-polysialic acid-neural cell adhesion molecule (PSA-NCAM) antibody (AbC0019; 1∶1000; AbCys, Paris, France) for 72 h at 4°C, and then with a biotinylated secondary antibody for 48 h at 4°C, endogenous peroxidase activity was quenched with 0.3% H_2_O_2_ in methanol, and bound antibody was visualised using horseradish peroxidase-coupled streptavidin, diaminobenzidine and H_2_O_2_. Intervening wash steps were TBS with or without 0.5% Triton X-100. Photographs of stained tissue were taken using a low magnification stereomicroscope (Stemi 2000-C, Zeiss, Oberkochen, Germany) and digital camera (AxioCam, Zeiss, Oberkochen, Germany), PSA-NCAM-positive chains were traced and quantified using the NIH Image analysis software, ImageJ.

### Statistical analysis

Stata®10 (StataCorp LP, Texas, USA) software and R language and environment were used to perform multifactorial ANOVAs and other statistical analyses (for further details see Text S1).

## Supporting Information

Text S1 Supporting Text.
(0.13 MB DOC) Click here for additional data file.

Table S1 DAVID data.
(0.21 MB XLS) Click here for additional data file.

Table S2 Affymetrix and RT-qPCR data.
(0.03 MB XLS) Click here for additional data file.

# Supplementary material for: Gene Network Disruptions and Neurogenesis Defects in the Adult Ts1Cje Mouse Model of Down Syndrome
**Source:** PLoS One. 2010 Jul 16;5(7):e11561. doi: 10.1371/journal.pone.0011561
**Supplement:** Text S1 — Supporting Text. (0.13 MB DOC)

**Supporting Text For Gene Network Disruptions and Neurogenesis Defects in the Adult Ts1Cje Mouse Model of Down Syndrome**

**Supporting Introduction text**

**Summary of Down syndrome mouse models**

Down syndrome mouse models trisomic for all or part of MMU16 or HSA21, adapted from Patterson (2009).

| **Name** | **Number of trisomic genes** | **Mb of trisomic DNA** | **Trisomic region** | **References** |
| --- | --- | --- | --- | --- |
| Ts16 | ~731 | 92.8 | MMU16 | [1,2] |
| Dp(16)1Yu/p | ~113 | 22.9 | MMU16 from D930038D033Rik-telomere | [3] |
| Ts65Dn | ~94 | 13.7 | MMU16 from Mro139-telomere | [3,4] |
| Ts2Cje | ~94 | 13.7 | Genetically equivalent to Ts65Dn; Ts65Dn marker chromosome translocated to MMU12 | [5] |
| Ts1Cje | ~70 | 8.0 | MMU16 from SOD1 (not functional)-telomere | [6] |
| Ts1Rhr | ~33 | 4.2 | MMU16 from Mx1-Cbr1 | [7] |
| Tc1 | ~146 | ~42 | Contains most of HSA21 | [8] |

**Supporting Results**

We completed a general anatomical analysis of the whole brain to assess whether the abnormalities we identified produce any gross structural differences.

**Ts1Cje mice have small paraflocculi**

We observed no difference in mouse weight, brain weight or brain weight to body weight ratio between adult Ts1Cje and sex matched disomic littermate controls (n = 5 pairs; data not shown). The brains of two littermate pairs of adult female Ts1Cje and disomic controls were stained with cresyl violet following cardiac perfusion with PBS and 4% PFA. The only obvious difference in brain histology observed was that Ts1Cje mice had smaller paraflocculi than their disomic littermates (Data not shown).

The floculus/paraflocculus system is involved in control of eye movement and deficiencies in this system can result in nystagmus [9,10,11]. Ocular abnormalities including nystagmus in persons with DS are common and have been reported with varying frequencies [12,13,14]. It is possible that a reduction in the size of the paraflocculus could be involved in the nystagmus and ocular abnormalities observed in DS.

**Supporting Material and Methods**

***Dnahc11***

The Ts1Cje mutation was generated during the targeted mutation of *Sod1* due to the translocation of distal chromosome 16 onto the very distal end of chromosome 12, two wildtype copies of chromosome 16 were recovered by breeding with wildtype mice [6,15]. 

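Dnah11, the current symbol of Dnahc11, encodes a heavy chain of the dynein that moves cilia. Its mean log2 intensity was 2.94 ± 0.14 (SD, n = 3) in disomic neurospheres, near the lowest value of the arrays, and 12.15 ± 0.34 (SD, n = 3) in Ts1Cje neurospheres. This is an M of 9.21 with a standard error of 0.20 and a moderated t of 45.3 (adjusted p = 0.0257 in limma). The M stayed between 9.01 and 9.32 under every alternative, while the adjusted p in limma lost its call under some of them. A disomic level so close to the lowest value makes the size of the difference depend on the background correction. Genes of ependymal, ciliated cells, which were a list of 30 with 29 on the array, had none with A above 5 in these neurospheres.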

*Dnahc11* (Dynein axonemal heavy chain 11) was most the statistically significant gene (adjusted p value <0.05) in the microarray profiling between adult Ts1Cje and disomic neurospheres, but we do not believe it to be relevant to DS. It is situated on the distal end of chromosome 12, very close to the translocation break point and it is therefore likely that the increased expression of *Dnahc11* is specific to the Ts1Cje model and therefore not relevant to DS. Indeed, *Dnahc11* has not been found to be overexpressed in the majority of other global gene expression investigations of the DS or DS mouse models brain [16,17,18,19,20,21]. However, recently, Laffaire *et al*., (2009) demonstrated that a 2Mb segment of MMU12 including the *Dnahc11* locus is deleted in the Ts1Cje model, which would suggest that its expression should be reduced. However, in contradiction to this and similar to our results Laffaire *et al*., (2009) report that the expression of *Dnahc11* was increased in the post-natal developing Ts1Cje cerebellum.

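The neighbours of Dnah11 went the other way. Cdca7l, the gene next to it, had a mean log2 intensity of 7.90 ± 0.58 (SD, n = 3) in disomic and 4.25 ± 0.84 (SD, n = 3) in Ts1Cje neurospheres, M = -3.65 with a standard error of 0.57. Sp4, the next gene on the opposite side, had M = -1.56 with a standard error of 0.23, at a mean level below the one set for expression (A = 4.22). On both genes every Ts1Cje array was below every disomic array. Itgb8, 12 genes away, had M = -0.64 with a standard error of 0.41 and overlapping groups. Genes beyond Cdca7l lay nearer to 0, with M = -0.50 for Ptprn2, -0.41 for Ncapg2, -0.53 for Esyt2, -0.05 for Wdr60 and 0.04 for the brighter probe set of Zfp386. Adjusted over the list alone, Dnah11, Cdca7l and Sp4 of the 8 measured genes of this segment passed an adjusted p of 0.05 in limma, and the list as a whole had an adjusted p of 0.142 from camera. Ptprn2, Ncapg2, Esyt2, Wdr60 and Zfp386 lie outside that list and were added after its values had been seen.

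**Figure D4:**
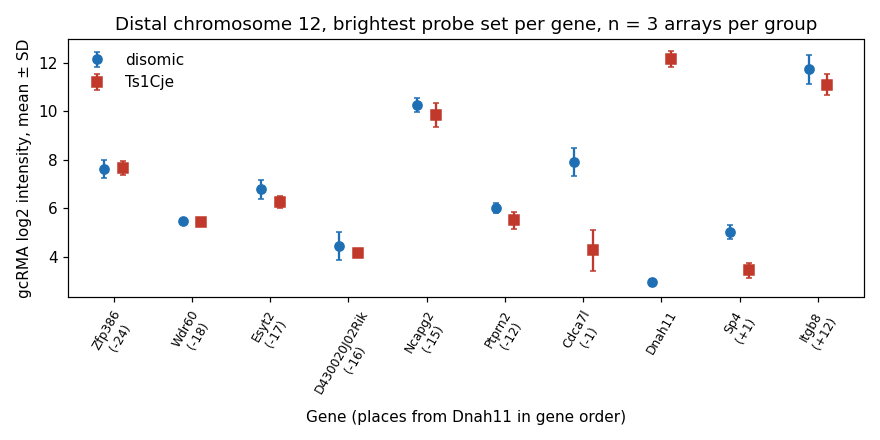
Mean log2 intensity with its SD over 3 arrays for genes around Dnah11 in gene order, with the number of places from Dnah11 in brackets. Dnah11 is at 2.94 in disomic and 12.15 in Ts1Cje neurospheres, and Cdca7l at 7.90 and 4.25.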

**DAVID and IPA**

DAVID provides a comprehensive set of functional annotation tools to help find biological meaning behind large gene lists mainly using standardised Gene Ontology terms [22]. In contrast, IPA identifies associations that exist between genes using the Ingenuity Pathways knowledge base, which is based on current literature and online databases to build up networks or pathways.

**RT-qPCR primer and probe details**

Primers were designed and probes selected using ProbeFinder Version 2.34 (Universal ProbeLibrary Assay Design Center, Roche Applied Science [https://www.roche-applied-science.com](https://www.roche-applied-science.com/)) with the following parameters for primer design; primer length 18-27bp, GC content 30-70%, Tm 59-60oC and amplicon size 50-250bp. Primers were manufactured by GeneWorks (Thebarton, Australia)

| **Gene** | **Primer sequence (F/R)** | **Amplicon size (bp)** | **UPL probe** |
| --- | --- | --- | --- |
| Brca2 | gctacaccaccaacccttagtt / agagctgcgtgcttcttcat | 63 | 99 |
| Mcm7 | cccgacagagacaatgacct / gcacatggctatgtaccgtct | 126 | 107 |
| Phb | cacggaacgtaccagtcatc / cgccaatgctggtgtagata | 117 | 20 |
| Ccna2 | tctacacagtcacaggacagagctggc / gtgaaggtccacaagacaaggctt | 95 | 80 |
| Aurka | tttgacgagcagagaacagc / ccgtttgagccaagcagta | 122 | 106 |
| Suv39h1 | ttgttatggagtatgtgggagaga / tccacggtatatacgtcttcca | 127 | 85 |
| Pbk | cttccagatgatgatgttgatga / agagttcaatggccttctgg | 142 | 42 |
| Cenpo | tgggaatacctaaatgcctacg / aggacatcgcagaagtcactc | 74 | 69 |
| Ccnb1 | gaaccagaggtggaacttgc / ggcttggagagggattatca | 109 | 2 |
| Itsn1 | aaggcacaatcattcgatgtc / tttcagccttgatgactgagg | 75 | 67 |
| Prim1 | aggcgcagtatattctcacaga / catgtcgatgtcaaagaccagt | 97 | 2 |
| Pgk1 | tacctgctggctggatgg / cacagcctcggcatatttct | 65 | 108 |
| Psmb2 | gagggcagtggagcttctta / aggtgggcagattcaagatg | 71 | 25 |
| Hmbs | aaagttccccaacctggaat / ccaggacaatggcactgaat | 98 | 42 |

**R-script for RT-qPCR differential analysis**

> library(limma)

> dataFilename <- "data_file.txt"

> ratios <- read.delim(file=dataFilename, row.names=1)

> tissue <- factor(c("Ts1","Ts1","Ts1","WT","WT","WT"), levels=c("WT","Ts1"))

> mm <- model.matrix(~tissue)

> fit <- lmFit(ratios, design=mm)

> fit2 <- eBayes(fit)

> ttallc <- topTable(fit2, coef=2, number=Inf, sort="none")

**Histological analysis**

Two pairs of female Ts1Cje and disomic littermate controls were cardiac perfusion-fixed with 4% paraformaldehyde (PFA), postfixed in 4% PFA for 48 hours, embedded in paraffin and coronally sectioned at 5m, stained with cresyl violet and analysed microscopically, photos were taken with a digital camera (Zeiss dissection microscope and Zeiss Axiocam HRc software Axiovision, Zeiss, Oberkochen, Germany).

**Statistical analysis**

For the adult neurosphere data, linear models with effects for genotype (Ts1Cje/disomic control) and sex (male/female) were fitted separately to the cell sizes and the square-root transformed neurosphere counts. ANOVA F-tests were used to assess differences attributable to genotype.

For the neurosphere differentiation data, generalised linear models with effects for day of collection and genotype were fitted to the counts for each cell type (neurons, astrocytes and oligodendrocytes). A logit link function was used along with a quasi-binomial approximation to the likelihood to account for over-dispersion. Analysis of deviance was used to assess the relative importance of genotype in each model.

For the neurite branching data, linear models with effects for mouse-pair and genotype were fitted to secondary and tertiary branch numbers. ANOVA was used to assess the importance of genotype.

**Supporting References**

1. Miyabara S, Gropp A, Winking H (1982) Trisomy 16 in the mouse fetus associated with generalized edema and cardiovascular and urinary tract anomalies. Teratology 25: 369-380.

2. Mural RJ, Adams MD, Myers EW, Smith HO, Miklos GL, et al. (2002) A comparison of whole-genome shotgun-derived mouse chromosome 16 and the human genome. Science 296: 1661-1671.

3. Li Z, Yu T, Morishima M, Pao A, LaDuca J, et al. (2007) Duplication of the entire 22.9 Mb human chromosome 21 syntenic region on mouse chromosome 16 causes cardiovascular and gastrointestinal abnormalities. Hum Mol Genet 16: 1359-1366.

4. Davisson MT, Schmidt C, Akeson EC (1990) Segmental Trisomy of murine chromosome 16: anew model system for studying Down syndrome. In: Patterson D EC, editor. Molecular genetics of chromosome 21 and Down syndrome. New York: WIley. pp. 263-280.

5. Villar AJ, Belichenko PV, Gillespie AM, Kozy HM, Mobley WC, et al. (2005) Identification and characterization of a new Down syndrome model, Ts[Rb(12.1716)]2Cje, resulting from a spontaneous Robertsonian fusion between T(171)65Dn and mouse chromosome 12. Mamm Genome 16: 79-90.

6. Sago H, Carlson EJ, Smith DJ, Kilbridge J, Rubin EM, et al. (1998) Ts1Cje, a partial trisomy 16 mouse model for Down syndrome, exhibits learning and behavioral abnormalities. Proc Natl Acad Sci U S A 95: 6256-6261.

7. Olson LE, Roper RJ, Sengstaken CL, Peterson EA, Aquino V, et al. (2007) Trisomy for the Down syndrome 'critical region' is necessary but not sufficient for brain phenotypes of trisomic mice. Hum Mol Genet 16: 774-782.

8. O'Doherty A, Ruf S, Mulligan C, Hildreth V, Errington ML, et al. (2005) An aneuploid mouse strain carrying human chromosome 21 with Down syndrome phenotypes. Science 309: 2033-2037.

9. Dieterich M, Brandt T (2008) Functional brain imaging of peripheral and central vestibular disorders. Brain 131: 2538-2552.

10. Rambold H, Churchland A, Selig Y, Jasmin L, Lisberger SG (2002) Partial ablations of the flocculus and ventral paraflocculus in monkeys cause linked deficits in smooth pursuit eye movements and adaptive modification of the VOR. J Neurophysiol 87: 912-924.

11. Zee DS, Yamazaki A, Butler PH, Gucer G (1981) Effects of ablation of flocculus and paraflocculus of eye movements in primate. J Neurophysiol 46: 878-899.

12. Catalano RA (1992) Opthalmologic concerns. In: Pueschel S, Pueschel J, editors. Biomedical concerns in persons with Down syndrome. Baltimore: Paul H Brookes Publishing Co. pp. 59-68.

13. Fimiani F, Iovine A, Carelli R, Pansini M, Sebastio G, et al. (2007) Incidence of ocular pathologies in Italian children with Down syndrome. Eur J Ophthalmol 17: 817-822.

14. Stephen E, Dickson J, Kindley AD, Scott CC, Charleton PM (2007) Surveillance of vision and ocular disorders in children with Down syndrome. Dev Med Child Neurol 49: 513-515.

15. Huang TT, Yasunami M, Carlson EJ, Gillespie AM, Reaume AG, et al. (1997) Superoxide-mediated cytotoxicity in superoxide dismutase-deficient fetal fibroblasts. Arch Biochem Biophys 344: 424-432.

16. Amano K, Sago H, Uchikawa C, Suzuki T, Kotliarova SE, et al. (2004) Dosage-dependent over-expression of genes in the trisomic region of Ts1Cje mouse model for Down syndrome. Hum Mol Genet 13: 1333-1340.

17. Contestabile A, Fila T, Bartesaghi R, Ciani E (2008) Cell Cycle Elongation Impairs Proliferation of Cerebellar Granule Cell Precursors in the Ts65Dn Mouse, an Animal Model for Down Syndrome. Brain Pathol 19: 224-237.

18. Kahlem P, Sultan M, Herwig R, Steinfath M, Balzereit D, et al. (2004) Transcript level alterations reflect gene dosage effects across multiple tissues in a mouse model of down syndrome. Genome Res 14: 1258-1267.

19. Mao R, Zielke CL, Zielke HR, Pevsner J (2003) Global up-regulation of chromosome 21 gene expression in the developing Down syndrome brain. Genomics 81: 457-467.

20. Saran NG, Pletcher MT, Natale JE, Cheng Y, Reeves RH (2003) Global disruption of the cerebellar transcriptome in a Down syndrome mouse model. Hum Mol Genet 12: 2013-2019.

21. Laffaire J, Rivals I, Dauphinot L, Pasteau F, Wehrle R, et al. (2009) Gene expression signature of cerebellar hypoplasia in a mouse model of Down syndrome during postnatal development. BMC Genomics 10: 138.

22. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, et al. (2000) Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet 25: 25-29.

How the deposited data were processed for this re-analysis (not part of the article)

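Gene expression was measured on Affymetrix mouse genome arrays in neurospheres from the subventricular zone of adult Ts1Cje mice and disomic littermates, with 3 arrays per genotype. The RNA went through 2 cycles of labelling. The deposited values are log2 intensities per probe set, which the authors made with gcRMA (background correction by the base composition of the probes, normalization between arrays and summary per probe set). The text states no version of that tool, and neither the background correction nor the summary can be repeated from the deposited values. The scale was checked from the range of the values and from the group means that Table S2 lists.

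All 6 arrays were used, and no column was left out. Control probe sets were kept apart and used only to check the arrays. Genes were named by the platform annotation where it gives a probe set a single symbol, and placed on chromosomes by the reference gene annotation through their gene identifiers. The trisomic region was taken as every gene of chromosome 16 that starts after Sod1, without Sod1 itself. Genes that differ between the sexes showed 0 arrays with a pattern other than that of most arrays, which cannot reveal a swap among cultures of female mice. The trisomic probe sets placed every array in its labelled genotype.

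The comparison was a linear model with genotype as its only term, fitted to all probe sets except controls with limma 3.58.1 in R 4.3.3, with an empirical Bayes moderated t and p-values adjusted over all probe sets by the method of Benjamini and Hochberg. All tests were two-sided. The prior degrees of freedom were 0.336, so that each probe set is judged almost wholly by its own spread. A probe set counted as expressed with A above 5, and a moderated t of 4 was used as in the study. The share of changed probe sets was estimated with the convest method of limma's propTrueNull. Gene lists were tested with camera in limma, with 1 probe set per gene (the brightest that names that gene alone) and trisomic genes taken out of all other lists, and their p-values were adjusted over the 25 lists. Camera with an estimated correlation and fry, which asks whether the genes of a list move one way on balance, were run beside it. Means over a list were compared between the genotypes by an exact permutation test. The tables of annotation were prepared with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

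The lists were the trisomic region, the segment of distal chromosome 12, DNA replication, G1/S regulators, mitosis, kinetochores, recombination and repair, chromatin, splicing, oxidative phosphorylation, endocytosis, the unfolded protein response, p53 targets, the interferon response, REST-regulated neuronal genes, targets of Sonic hedgehog and Notch, hypoxia and glycolysis, and markers of neural stem cells and astrocytes, transit-amplifying progenitors, neuroblasts and neurons, oligodendrocytes, microglia, ependymal cells and vascular cells. Genes were named by a rule that took every gene the study names for its arrays, the 10 highest and the 10 lowest M among expressed probe sets with a moderated t past 4 and no overlap between the groups, every probe set past an adjusted p of 0.05, up to 4 expressed members of each list with the largest moderated t, up to 10 such trisomic genes and every expressed trisomic gene with an M below 0.2. The rule named 123 genes. Values in Table S2 and the figures of the study had been seen when it was written.

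The steps were tested on simulated data made with the spread of the real arrays. Of 200 probe sets changed by an M of 1, 73% passed a moderated t of 4 and 2% passed the adjusted p, while 1.22% of unchanged probe sets passed the moderated t. With an M of 2, 97% passed the moderated t and 51% the adjusted p. A list of 40 genes lowered by 0.5 was called by camera in limma in 20 of 20 draws at either correlation, and an unchanged list in 1 of 20 at the preset one. The simulated settings did not vary the correlation between genes, estimated at 0.50 for the real mitotic list and 0.39 for replication. These draws therefore do not show how often either form of the test calls such lists.

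The alternatives were the replicate number as a block, leaving out each array in turn, cyclic loess normalization of the deposited values, array weights, a prior variance that follows intensity, other levels for expressed probe sets, other choices of probe sets per gene and other set tests. No reads or scans were available, and the RT-qPCR and cell counts of the study were left out because they are not among the deposited array data.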

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

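The tests of the genes beside Dnah11 and of signal saturation were chosen after the values had been seen.

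Among genes that the study does not discuss for these arrays, Sod1 stood out, as the study lists it as not functional in Ts1Cje mice. Its brightest probe set had M = 0.54 (13.68 ± 0.13 in disomic and 14.22 ± 0.08 in Ts1Cje neurospheres, SD, n = 3), and dimmer ones had M = 0.51 and M = -0.08. Of the other results in genes outside those discussed, the interferon response list had a median M of 0.22 and the list of neural stem cell and astrocyte markers a median M of 0.12. The mean of the 18S control probe sets was 1.12 higher on Ts1Cje arrays.

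The 6 proliferation lists were lower in Ts1Cje, with a difference of -0.42 between the group means over their genes (confidence interval -0.83 to -0.01). Their calls from camera in limma did not hold with an estimated correlation (adjusted p from 0.180 to 0.194). Against a trend with signal level left by the normalization, none of the random lists matched on level had a median as low as any of the 5 lists tested (share 1e-04, the smallest the draws can give). With the difference between the actin 3' and 5' probe sets as a covariate the difference was -0.41 (confidence interval -1.26 to 0.43), and with the 18S signal -0.32 (confidence interval -1.13 to 0.49), so that RNA quality and ribosomal RNA carried into the labelling cannot be told apart from genotype with 6 arrays. Within groups the proliferation mean had a correlation of -0.0074 with the actin difference and -0.27 with the 18S signal. The paper reports that the chosen genes with lower signal on its arrays were also lower by RT-qPCR, on RNA extracted independently. That RNA is not covered by these controls. A biological fall of proliferation, or a different mix or stage of cells in the cultures, stays open. At the preset correlation, all 6 lists were also called in 3 other splits of the arrays, where the largest difference was 0.34, and which all keep Ts1Cje replicates 2 and 3 together.

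Cdca7l and Sp4, the genes on either side of Dnah11, were lower in Ts1Cje. The loss of 1 of 2 copies alone would give an M of -1 on the scale as deposited, and the M of Cdca7l was -3.65 (confidence interval -5.18 to -2.12). A halved level stretched by gcRMA at low signal would need the trisomic probe sets within the levels of Cdca7l to reach an M of 2.08, or of 1.21 for the end of its interval nearest to 0, and the 55 of them had a median of 0.41, an upper quartile of 0.68 and a highest M of 1.20, which argues against it for Cdca7l. For Sp4 the loss of 1 of 2 copies cannot be told apart from a larger fall, since its M of -1.56 has a confidence interval from -2.19 to -0.93. An effect of the translocation on genes at the breakpoint stays open, and a strain variant under the probes was not tested.

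Olig2, Olig1 and the brightest probe set of Hmgn1 had M values near 0 in spite of their extra copy, while the other Hmgn1 probe sets had M values of 0.13, 0.21 and 0.58. For Olig2 signal saturation stays open, because the brighter probe sets with an M of 0.54, of Ttc3 and Sod1, do not show where its own single probe set saturates. For Olig1 and Hmgn1 saturation cannot be told apart from an unchanged or little raised level. The dimmest expressed probe set of Hmgn1 had a confidence interval from -0.40 to 1.56, and Olig1 has no dimmer one. Another bright Hmgn1 probe set (A = 15.27, M = 0.13) had an interval from 0.03 to 0.24, which lies above 0. Prdm15 had an M of 0.00 too, with a standard error of 0.05 at A = 7.99, and was not part of the saturation test. Regulation of these genes against their dosage stays open and was not tested.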

How the results depend on the processing

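The restriction to probe sets that vary, and the estimated correlation over expressed genes alone, were chosen after seeing the data. The trisomic region kept its median M between 0.49 and 0.54 under every alternative run, and the disomic part of chromosome 16 stayed between -0.01 and 0.01. The 6 proliferation lists and splicing stayed past the threshold under every alternative except the estimated correlation and fry. Of 1644 results for named genes under alternatives, 1441 stayed on their side of the threshold, 119 lost and 84 gained the call, and 0 reversed, while 22 that passed in neither setting changed sign. The 13397 probe sets with the same value on all arrays carry no test.

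The replicate numbers do not pair the arrays in the data. The correlations between arrays of 1 number were -0.17, -0.03 and 0.13, and 1 of 6 arrays was closest to the array with its own number. With the replicate block, 1259 probe sets passed a moderated t of 4, against 317, and 0 passed the adjusted p. The block leaves fewer degrees of freedom, so that a t of 4 asks for less, and by unadjusted p under 0.05 in limma the numbers were 1391 and 1124. No list changed its call. Leaving out 1 array leaves fewer samples by construction. It gave 0 (without Ts1Cje replicate 1 or disomic replicate 2) to 6 (without disomic replicate 1) probe sets past the adjusted p, 489 to 926 past the moderated t, an estimated share of 0.107% (without Ts1Cje replicate 3) to 26.2% (without disomic replicate 3), and 5 (without disomic replicate 1 or 3) to 13 (without Ts1Cje replicate 1) of the probe sets of Table S2 past the moderated t. The adjusted p of lists ranged from 0.00606 to 0.582 for transit-amplifying progenitors (lowest without disomic replicate 1), 1.72e-04 to 0.582 for hypoxia and glycolysis (lowest without disomic replicate 1), 8.56e-04 to 0.0708 for endocytosis (highest without Ts1Cje replicate 1), 4.13e-05 to 0.0505 for stem cell and astrocyte markers (highest without disomic replicate 2), 1.25e-05 to 0.121 for the interferon response (highest without Ts1Cje replicate 2, and 0.0997 without disomic replicate 3), 0.00625 to 0.298 for microglia (lowest without disomic replicate 3, and 0.0297 without Ts1Cje replicate 2), 6.82e-04 to 0.761 for Notch (lowest without disomic replicate 3) and 7.24e-09 to 0.119 for oxidative phosphorylation (highest without Ts1Cje replicate 3).

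Array weights gave an estimated share of 24.8% and an adjusted p of 0.0368 for Notch and 0.0441 for hypoxia. Only probe sets with A above 5 gave 112 past the moderated t, and all probe sets an estimated share of 0%. The mean over probe sets of a gene gave 0.0207 for hypoxia and 2 of the 8 RT-qPCR genes past the moderated t, a count of genes beside the 10 of 14 probe sets. Only probe sets that vary gave an estimated share of 4.90%. The estimated correlation left 1 list, with an adjusted p of 0.180 for DNA replication, G1/S, kinetochores, chromatin, splicing and endocytosis, 0.194 for mitosis, 0.183 for repair, 0.535 for oxidative phosphorylation, 0.429 for interferon and 0.352 for stem cell and astrocyte markers. Over expressed genes alone it left 1 list, with 0.221 for G1/S, 0.605 for oxidative phosphorylation, 0.416 for interferon, 0.357 for stem cell and astrocyte markers and 0.210 for the others. Fry called 3 lists, among them distal chromosome 12 (0.00113), with a direction above 0 where that of camera was below 0. It gave 0.135 for DNA replication, G1/S, kinetochores and repair, 0.152 for mitosis and splicing, 0.117 for chromatin, 0.546 for oxidative phosphorylation, 0.458 for interferon and 0.308 for stem cell and astrocyte markers. Apart from these constructions, the cause was not tested.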

Differences from the paper's values

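The share of expressed probe sets estimated as changed is 6.5% in the paper and 13.2% here, while the number, 2161 here, does not differ by the rule used from the paper's 2052. The paper counts expressed probes, which it describes elsewhere by A above 5, but it states no cut beside the share. Its number and share imply 31569 probe sets, against 16371 expressed here and 31640 that vary, so the shares and numbers are over unlike sets. Of the alternatives set before the data were examined, leaving out disomic replicate 2 (5.71%) and Ts1Cje replicate 2 (8.62%) gave shares that do not differ from the paper's. The replicate block (13.0%), cyclic loess (13.7%), array weights (24.8%), the intensity trend (13.7%), A above 3 (14.7%), as many of the brightest probe sets as the study implies (13.9%), all probe sets (0%) and leaving out any other array (0.107% to 26.2%) gave shares that do. Only probe sets that vary gave 4.90%, a setting chosen after seeing the values. It keeps 13 of the 14 probe sets of Table S2 past a moderated t of 4. The number does not differ from the paper's with the replicate block (2134), cyclic loess (2250) or the intensity trend (2240). Nor does it differ without disomic replicate 1 (2580) or Ts1Cje replicate 2 (1413). It differs with array weights (4060), A above 3 (3133), as many of the brightest as the study implies (4377) and all probe sets (0). Without any other array it differs too (17 to 4284).

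The M of expressed trisomic probe sets is around 0.58 in the paper and 0.54 here as a median, with an SD between arrays of 0.0171. Set against that SD, the median differs from 0.58 under every alternative set before the data were examined, at 0.49 to 0.54. The paper gives 0.58 only as an approximate value, for a fold of around 1.5, so this comparison cannot decide whether the values differ.

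In Table S2 the means and M values of the 14 probe sets lie within the spread of replicates of those here and the moderated t values within 1.5 times (such as -8.01 and -10.7 for Suv39h1, and 5.04 and 5.69 for Phb). Of the 14 unadjusted p-values from limma, 12 differ by more than that. The paper's and the present p are 0.00699 and 0.0156 for Aurka, 0.000417 and 0.00109 for Brca2, 0.00601 and 0.0145 for Ccna2, 0.00493 and 0.0115 for Ccnb1, 0.00136 and 0.00240 for Cenpo, 0.00586 and 0.0123 for Itsn1, 0.00692 and 0.0157 for Pbk, and 0.00794 and 0.0149 for Prim1. For the 4 probe sets of Mcm7 they are 0.00365 and 0.0104, 0.00348 and 0.00829, 0.00270 and 0.00680, and 0.00115 and 0.00331. Of these 12, the number that still differ is 10 with the replicate block, 11 with cyclic loess, with array weights and with the intensity trend, 6 with only probe sets with A above 5, 8 without Ts1Cje replicate 1 and 12 without any other array.

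The paper's moderated t is past 4 for all 14 probe sets, and here those of Aurka (-3.86), Ccna2 (-3.94), Pbk (-3.85) and Prim1 (-3.91) are not. Aurka passes with the replicate block (-8.06) and with only probe sets with A above 5 (-4.23). Ccna2 passes with the block (-10.7), cyclic loess (-4.04), the intensity trend (-4.06), A above 5 (-4.03) and without Ts1Cje replicate 2 (-4.10). Pbk passes with the block (-14.4), cyclic loess (-4.10) and array weights (-4.09), and Prim1 with cyclic loess (-4.15), array weights (-4.05) and the intensity trend (-4.03). All 4 pass without Ts1Cje replicate 1 (-7.57 for Aurka, -5.05 for Ccna2, -6.18 for Pbk and -10.4 for Prim1). Only probe sets that vary, chosen after seeing the values, brings Aurka, Ccna2 (-4.08) and Prim1 (-4.06) past 4 but not Pbk (-3.99). With only probe sets with A above 5, Suv39h1 (-3.24), Cenpo (-3.97), Itsn1 (3.73) and Phb (2.33) fall short of 4. That setting leaves 8 of the 14 past it.

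The paper states that all expressed probe sets of the Skp loci were lower in Ts1Cje. Here 5 of 6 were, and a probe set of Skp1 was not, with a fold of 1.05. The text does not say which loci it counts, and the 4 probe sets of Skp2 alone were all lower, with folds of 0.620 to 0.878 where the paper gives 0.64 to 0.87. The paper states that the 3 Dyrk1a probe sets were at the trisomic level. Here their M values were 0.30, 0.30 and 0.38, all above 0 but below the log2 of 1.5 (0.58). On the brightest the gap is well above its standard error of 0.10. The standard errors of the dimmer ones, 0.21 and 0.66, leave room for a level of 1.5.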

Other observations

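No test in this part was chosen after its result was seen. Markers of neural stem cells and astrocytes were higher in Ts1Cje neurospheres as a list, with 29 of 38 expressed genes above 0. Slc4a4, a bicarbonate transporter of astrocytes, had M = 0.54 and a moderated t of 7.64, and was the gene that passed when adjusted over the list alone. The water channel Aqp4 had M = 0.81, and the metallothioneins Mt1 and Mt3 had 0.66 and 0.47. The list had an adjusted p of 6.72e-04 from camera in limma, and an adjusted p of 0.352 with an estimated correlation. The groups overlap, with the mean of the list at -0.05 on Ts1Cje replicate 1 and -0.04 on disomic replicate 1 (exact permutation p = 0.2), and the RNA quality controls differ between the groups too. Genes of the interferon response were above 0 for 19 of 21 expressed members, with the kinase Eif2ak2 at M = 0.78, Rsad2 at 1.23, Psmb10 at 0.38 and H2-K1 at 0.37 (adjusted p = 3.12e-04 from camera, adjusted p = 0.429 with an estimated correlation). The mean of that list on Ts1Cje replicate 1, at -0.07, lay below that of disomic replicates 1 and 2, so the groups overlap (exact permutation p = 0.3). The call was lost without Ts1Cje replicate 2 (adjusted p = 0.121 from camera in limma) and without disomic replicate 3 (adjusted p = 0.0997), and that of the stem cell and astrocyte markers without disomic replicate 2 (adjusted p = 0.0505).

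Markers of other cell types did not pass the test. The median M was -0.02 over 12 expressed markers of transit-amplifying progenitors (adjusted p = 0.178 from camera in limma), -0.02 over 22 of neuroblasts and neurons (adjusted p = 0.717) and -0.05 over 14 of oligodendrocytes (adjusted p = 0.338). Of microglia markers Ctss alone was expressed, with M = -1.36 and a list adjusted p of 0.0686, and of vascular markers 2 were (adjusted p = 0.734). Of ependymal markers none was expressed, so their adjusted p of 0.294 from camera cannot decide whether they changed. Targets of Sonic hedgehog had a median M of -0.09 over 11 genes (adjusted p = 0.717), with Gas1 at -0.24, Cdon at -0.48, Smo at -0.13 and Ptch1 at 0.29. Notch targets and ligands had 0.09 over 17 (adjusted p = 0.104), with Notch3 at 0.46, Lfng at 0.34, Dtx1 at 0.32 and Hes5 at 0.54.

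The 6 arrays can be parted into 10 splits of 3 against 3, too few for a share under 0.05. Probe sets past the adjusted p numbered 1 in the real split and at most 1 in another (2 splits as large, the real one counted), and probe sets past the moderated t 317 and at most 566 (4 splits as large). The estimated share of changed probe sets was 13.2% and at most 34.1% (4 splits as large), and the lists called 12 and at most 13 (2 splits as large). For the trisomic region the negative decimal logarithm of the camera p in limma was 35.8 and at most 6.22 (1 split as large). The other splits with the most probe sets set disomic replicates 1 and 2 with Ts1Cje replicate 1 against the rest, or disomic replicate 1 with Ts1Cje replicates 2 and 3 against the rest, and both keep Ts1Cje replicates 2 and 3 together.

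A hypothesis was that a general fall of proliferation genes offsets the extra copy in trisomic genes that follow proliferation. Over 44 expressed trisomic genes, the correlation of each gene with the proliferation mean within groups had a Spearman rho of -0.00268 with M (Pearson -0.0041, permutation p = 0.987). This is a correlation across genes, which are not independent replicates, and it shows no such relation without excluding one.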
